# Identification of rhizome-specific genes by genome-wide differential expression Analysis in *Oryza longistaminata*

**DOI:** 10.1186/1471-2229-11-18

**Published:** 2011-01-24

**Authors:** Fengyi Hu, Di Wang, Xiuqin Zhao, Ting Zhang, Haixi Sun, Linghua Zhu, Fan Zhang, Lijuan Li, Qiong Li, Dayun Tao, Binying Fu, Zhikang Li

## Abstract

**Background:**

Rhizomatousness is a key component of perenniality of many grasses that contribute to competitiveness and invasiveness of many noxious grass weeds, but can potentially be used to develop perennial cereal crops for sustainable farmers in hilly areas of tropical Asia. *Oryza longistaminata*, a perennial wild rice with strong rhizomes, has been used as the model species for genetic and molecular dissection of rhizome development and in breeding efforts to transfer rhizome-related traits into annual rice species. In this study, an effort was taken to get insights into the genes and molecular mechanisms underlying the rhizomatous trait in *O. longistaminata *by comparative analysis of the genome-wide tissue-specific gene expression patterns of five different tissues of *O. longistaminata *using the Affymetrix GeneChip Rice Genome Array.

**Results:**

A total of 2,566 tissue-specific genes were identified in five different tissues of *O. longistaminata*, including 58 and 61 unique genes that were specifically expressed in the rhizome tips (RT) and internodes (RI), respectively. In addition, 162 genes were up-regulated and 261 genes were down-regulated in RT compared to the shoot tips. Six distinct *cis*-regulatory elements (CGACG, GCCGCC, GAGAC, AACGG, CATGCA, and TAAAG) were found to be significantly more abundant in the promoter regions of genes differentially expressed in RT than in the promoter regions of genes uniformly expressed in all other tissues. Many of the RT and/or RI specifically or differentially expressed genes were located in the QTL regions associated with rhizome expression, rhizome abundance and rhizome growth-related traits in *O. longistaminata *and thus are good candidate genes for these QTLs.

**Conclusion:**

The initiation and development of the rhizomatous trait in *O. longistaminata *are controlled by very complex gene networks involving several plant hormones and regulatory genes, different members of gene families showing tissue specificity and their regulated pathways. Auxin/IAA appears to act as a negative regulator in rhizome development, while GA acts as the activator in rhizome development. Co-localization of the genes specifically expressed in rhizome tips and rhizome internodes with the QTLs for rhizome traits identified a large set of candidate genes for rhizome initiation and development in rice for further confirmation.

## Background

Rhizomes are horizontal, underground plant stems and the primary energy storage organ of many perennial grass species. As the primary means of propagation and dispersal, rhizomes play a key role in the persistence of many perennial grasses [1]. In agriculture, rhizomes have two contrasting roles. On one hand, strong rhizomes are a desirable trait for many species of turf and forage grasses. On the other hand, strong rhizomes are a negative trait contributing to the competitiveness and invasiveness of many grasses which are noxious weeds in crop fields [2].

In many mountainous areas where people depend upon annual crops for subsistence, development and cultivation of perennial crop cultivars with strong rhizomes have been proposed as an environmentally sound and economically viable alternative for use and protection of the fragile rainfed ecosystems [3-5]. For example, upland rice is grown annually in many steep hillsides of tropical Asia as the primary food crop for sustainable farmers. But growing upland rice in the hilly areas often causes severe soil erosion and damages the ecosystem in these areas. Thus, breeding perennial upland rice varieties with strong rhizomes could be an effective way to resolve this problem because rhizomes of a perennial cultivar would trap soil and minimize soil disturbance associated with annual tillage.

As the staple food for more than half of the world's population, rice (*Oryza sativa *L.) is the model system for genetic and genomic studies of grasses. Of the two cultivated and 22 wild species of rice, *O. longistaminata *from Africa is the only wild perennial species that has both strong rhizomatous stems and the same AA genome as *O. sativa *[6,7]. Thus, *O. longistaminata *provides a model system for genetic and molecular dissection of the rhizomatous trait in grasses. Previous genetic studies have shown that rhizome expression in *O. longistaminata *is controlled either by two complementary lethal genes, *D1 *and *D2 *[8,9], or by a single major gene loosely linked to the *lg *locus on chromosome 4 plus several modifying genes [10]. Using an F_2 _and two backcross populations derived from crosses between an *O. longistaminata *accession and an *O. sativa *line, RD23, Hu et al. (2003) reported that the rhizome expression in *O. longistaminata *is controlled by two dominant-complementary genes, *Rhz2 *and *Rhz3 *on rice chromosome 3 and 4 [11]. Comparative analysis further revealed that each gene closely corresponds to a major QTL controlling rhizome expression in *Sorghum propinquum*. Many additional QTLs affecting abundance of rhizomes in *O. longistaminata *were also identified, and found to correspond to the locations of the rhizome-controlling QTLs in *S. propinquum *[11]. All these results provided the basis for cloning genes related to the rhizomatous traits in rice.

Because plant rhizomes and tillers both originate from axillary buds on the most basal portion of the seedling shoot [12], genes controlling plant axillary bud initiation and outgrowth may also contribute to rhizome development and growth. Several genes involved in rice axillary bud initiation or outgrowth have been cloned. *MONOCULM1 *(*MOC1*), a member of the GRAS transcription factor family, is the first cloned gene which is involved in the axillary bud initiation and tiller outgrowth in rice [13]. The second one is O*sTB1 *which acts as a negative regulator controlling tiller outgrowth in rice [14]. Two other genes, *LAX *and *SPA*, were identified as the main regulators of the axillary meristem formation in rice [15] and *LAX1 *function is required for all types of axillary meristems at both the vegetative and reproductive phases of rice [16]. Recently, the *DWARF *gene was reported to be functionally involved in tiller bud outgrowth [17]. Although the functions of these genes and molecular mechanisms in rice tiller development have largely been characterized, it remains to be elucidated whether the molecular mechanism controlling rhizome initiation and elongation is parallel to that of the tiller development.

With the availability of the whole genome sequence in rice [18], several rice genome arrays have been developed by Affymetrix, Agilent, NSF, Yale University and BGI [19-23]. These DNA microarrays have been used for many purposes, especially for genome-wide transcriptome analyses in different cells/tissues/organs or developmental stages of rice. Previously, different research groups have shown that the rice cell transcriptome exhibits both qualitative and quantitative differences consistent with the specialized functions of different cell types [24], and unique gene sets are exclusively expressed in different tissues/organs at different developmental stages of rice [25-28]. Using a cDNA macroarray, a set of genes and their *cis*-elements motifs with rhizome-enriched expression were identified in sorghum [2]. Comparative analysis showed that many of these highly expressed sorghum rhizome genes were aligned to the previously identified rhizome-related QTL regions in rice and sorghum, providing an important basis for further molecular dissection of rhizome development in grasses.

Following our previous study in genetic dissection of rhizomatousness in *O. longistaminata*, we report here an effort to understand the molecular mechanisms of tissue specificity in *O. longistaminata *by exploring the genome-wide gene expression patterns. Our results provide insights into the genes and molecular mechanisms underlying the rhizomatousness in *O. longistaminata*.

## Results

### Global changes of gene expression in five different tissues

Rhizomes, which are underground stems, are expected to be closely related developmentally to aboveground stems. In this study, of the five different tissues, rhizome tips (RT) and rhizome internodes (RI) were chosen because they are known to contain tissue-specifically expressed genes responsible for rhizome development and growth [2], whereas shoot tips (ST), shoot internodes (SI) were chosen to represent cells at a later stage of development, and young leaves (YL) to establish the activity of housekeeping genes unrelated to rhizome- and stem-specific development. Thus, comparisons between expressed genes from different tissues allow us to discover specific sets of genes responsible for rhizome development and growth.

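Gene expression was measured with 15 Affymetrix GeneChip Rice Genome Arrays, 1 per sample, on 5 tissues of *O. longistaminata* with 3 biological replicates each. The tissues were RT (the distal 1 cm), RI, ST (the distal 5 mm without leaves), SI and YL, and labelling of each sample started from 5 µg of total RNA. According to the paper's methods, the scanned images were processed with GCOS 1.4 and all arrays were scaled together in dChip. The deposited values are linear signal intensities after that scaling, without detection calls. The median signal per array lay between 21.9 and 23.6, and between 17943 and 18834 rice probe sets per array were above the detection cutoff used here. This cutoff was a signal of 49.6, the 95th percentile of the 64 reporter control probe sets, which match no rice gene. A probe set was called expressed in a tissue when all 3 arrays exceeded the cutoff, and the 21303 probe sets expressed in at least 1 tissue were tested. Signals below 1 were set to 1 and log2 values were fitted in limma with 1 mean per tissue. The fit has 1 residual variance per probe set, pooled over the 5 tissues. A standard error or p between the tips therefore also carries the spread of the internode and YL arrays. A probe set was called different between 2 tissues at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change over 2. Signals are given as the mean ± SD of the 3 arrays. Where all 3 arrays of a tissue were below the cutoff, a fold against that tissue is given as "at least", which is the geometric mean of the other tissue over the cutoff. The number of arrays limits the precision: an exact rank or permutation test of 3 arrays against 3 cannot give a p below 0.10.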

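The directions between the 2 tips depend on which arrays are taken as RT. The ratios of RT over ST in Additional file 8 were recovered from the deposited signals of all 424 probe sets only as the signal of the arrays labelled ST over that of the arrays labelled RT, within 1% for 325 of them. With the labels as they stand, 0 of the 424 ratios had the printed direction. RI, SI and YL signals gave the ratios of the corresponding additional files under their own labels, within 1% for all 61, 29 and 1974 probe sets. The arrays are therefore named by their labels throughout, as ST-labelled (the RT of the paper's tables) and RT-labelled (the ST of the paper's tables). The paper reports that RT-PCR profiles matched its arrays for most of the genes tested. These genes were grouped as RI-, YL-, RT- or SI-enriched, so only the RT-enriched ones were listed for a tip. The RT-PCR was run on the same RNA samples as the arrays. Where the profiles of RT-enriched genes matched, they go with the paper's naming of the tips. They do not settle which arrays were rhizome tips, since an exchange before the RNA was shared would affect both methods.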

The microarray experiments identified a total of 21,372 genes that were expressed in at least one of the five sampled tissues of *O. longistaminata*, including 16,981 genes expressed in RT, 15,662 genes expressed in RI, 16026 genes expressed in ST, 15,732 genes expressed in SI, and 15,294 genes expressed in YL. These include 10,801 genes that were expressed in all five tissues, and 2,566 genes that were specifically expressed in only one of the five tissues (Additional files 1, 2). 

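The number of expressed probe sets was 16554 on the ST-labelled and 16064 on the RT-labelled arrays, 15884 in YL, 15578 in RI and 15425 in SI. This order depended on the rule: with 2 of 3 arrays above the cutoff, the RT-labelled arrays had 18612, SI 18601, RI 18529, the ST-labelled arrays 18437 and YL 17847. Without SI replicate 1, SI had 17655. That count asks for only the 2 remaining arrays, so it could only rise and does not measure an effect of SI replicate 1. The number of rice probe sets expressed in at least 1 tissue was 37.2% of those on the array. The tips expressed most of their probe sets in common: 15016 of the 17602 found in either tip were found in both. For the internodes, 14129 of 16874 were shared.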

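*ARF2*, an auxin response factor, was among the 10935 probe sets expressed in all 5 tissues, with mean signals from 594 ± 292 (SD, n = 3) in RI to 2489 ± 262 on the RT-labelled arrays. A further 2928 probe sets were expressed in a single tissue only. YL held 1529 of them, RI 455, the ST-labelled arrays 408, the RT-labelled arrays 353 and SI 183. A BURP-domain gene (*Os10g26940*) was expressed in RI alone, at 3091 ± 783 against 36.1 ± 10.3 in SI, at least 61.0-fold higher (adjusted p = 0.0022, limma). An epoxide hydrolase gene (*Os10g35490*) was expressed on the RT-labelled arrays alone, at 132 ± 25.2, at least 2.64-fold above the ST-labelled arrays (adjusted p = 2.8e-04).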

The two tip tissues (RT and ST) had similar genome expression patterns, and so did the two internode tissues (RI and SI). 

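*Yabby14* (*Os04g45330*) was high on both sets of tip arrays, at 1309 ± 127 (SD, n = 3) on the RT-labelled and 763 ± 74.4 on the ST-labelled arrays, and was below the cutoff on every RI, SI and YL array. The 2 tips did not differ for this gene by the test (log2 difference 0.78, standard error 0.30, adjusted p = 0.39). Across the 10935 probe sets expressed in all tissues, Pearson's r of log2 signals between a RT-labelled and a ST-labelled array ranged from 0.867 to 0.949. Between RI and SI arrays it ranged from 0.787 to 0.937. The range was 0.695 to 0.765 between RT-labelled and RI arrays and 0.705 to 0.836 between ST-labelled and SI arrays. These correlations are across genes, which are not independent replicates. Average-linkage clustering at 3 groups separated the 6 tip arrays, the 6 internode arrays and the 3 YL arrays.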

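A DNA replication licensing factor of the MCM3 type (*Os05g39850*), which acts in dividing cells, had signals of 731 ± 111 (SD, n = 3) on the RT-labelled and 372 ± 27.6 on the ST-labelled arrays and 7.61 ± 3.01 in YL. A gene annotated as lysine decarboxylase (*Os01g40630*) was highest in YL, at 316 ± 40.7 against 49.9 ± 6.79 and 58.1 ± 6.00 on the RT-labelled and ST-labelled arrays. Between YL and the ST-labelled arrays, 9680 probe sets differed, which is 45.4% of those tested, with 4709 higher in the tip and 4971 higher in YL. Between YL and the RT-labelled arrays, 9616 differed, 4878 higher in the tip and 4738 higher in YL. RI and SI differed from YL in 7980 and 7080 probe sets. Correlations of tip with YL arrays ranged from 0.546 to 0.646.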

The greatest difference in expression pattern was observed between the tip tissues and YL (Figure 1 and Additional file 1).

**Figure 1:**
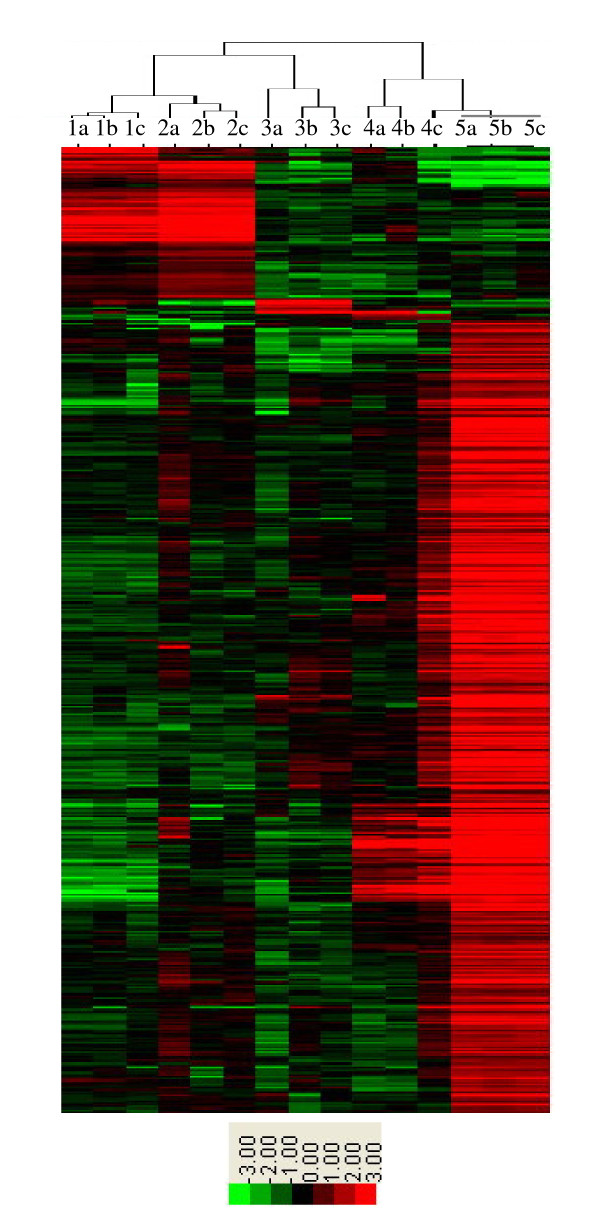
**Dendrogram of 2566 tissue-specifically expressed genes in the five tissues of *O. longistaminata***. 1. Rhizome tips, 2. Shoot tips, 3. Rhizome internodes, 4. Stem internodes, 5. Young leaves. The suffixes a, b, and c indicate the three biological repeats. In the color panels, each horizontal line represents a single gene and the color of the line shows the expression level of the gene relative to the median in a specific sample: high expression in red, low expression in green. The row data represented here is provided in Additional file 2. Results from the three replicates of the microarray experiments were consistent, indicating the consistency of the gene expression patterns in the five sampled tissues. Two subsets of genes are apparent. Rhizome tips (labeled 1) and shoot tips (labeled 2) show high expression of genes near the top of the panel and moderate or low expression of genes below, while leaves (labeled 5) show low or moderate expression of genes near the top of the panel and high expression of genes below. Rhizome internodes (labeled 3) and stem internodes (labeled 4) show moderate or low expression of both subsets. The difference between rhizomes and shoots appears small in comparison with the difference between tips and internodes of both organs.

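Replicates of the same tissue correlated at 0.933 to 0.946 in YL and 0.911 to 0.966 on the ST-labelled arrays. The range was 0.888 to 0.950 on the RT-labelled arrays, 0.821 to 0.946 in RI and 0.814 to 0.974 in SI. Internode replicates were the least alike: at 4 clusters, SI replicate 1 grouped with RI replicates 1 and 3, and RI replicate 2 grouped with SI replicates 2 and 3. The correlation of SI replicate 1 with YL arrays reached 0.842, the highest of any SI array with YL. At 5 clusters, RT-labelled replicate 2 separated from the other tip arrays.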

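Granule-bound starch synthase 1 (*Os06g04200*), which makes amylose, reached 5145 ± 309 (SD, n = 3) in RI and 3255 ± 1474 in SI, against 38.7 ± 7.22 and 87.9 ± 13.8 on the RT-labelled and ST-labelled arrays. RI and SI did not differ for it by the test (log2 difference 0.78, adjusted p = 0.34). Between tips and internodes, the number of probe sets called different was 6710 for RT-labelled against RI, 6264 for RT-labelled against SI, 5259 for ST-labelled against RI and 5397 for ST-labelled against SI. Between RI and SI it was 405, of which 72 were higher in RI and 333 higher in SI. These counts changed with single arrays, to 128 and 35 higher in RI without RI replicates 2 and 3 and 165 without SI replicate 1, and to 208 and 607 higher in SI without RI replicate 3 and SI replicate 1. RI replicates 1 and 3 with SI replicate 1 against the other internode arrays differed in 2491 probe sets.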

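Photosynthesis genes were lower in RI than in SI. Of 45 probe sets of a photosynthesis list, 42 were lower in RI than in SI, 0 were higher and 3 did not pass the test (45 lower when adjusted over the list alone). Their median log2 difference was −3.26, or −3.00 with the 10 members that were below the cutoff in RI set to their bound. The list was lower in RI by camera with a preset correlation (adjusted p = 1.4e-98) and with an estimated correlation (adjusted p = 3.6e-05). A chlorophyll a-b binding protein (*Os01g52240*) was at 2927 ± 585 in SI and below the cutoff on all RI arrays, at least 58.2-fold lower in RI (adjusted p = 2.9e-07, limma). Of 4 starch probe sets, an isoamylase-type debranching enzyme (*Os05g32710*) was higher in RI by 1.85 on the log2 scale (standard error 0.40, adjusted p = 0.031) and a subunit of ADP-glucose pyrophosphorylase (*Os03g52460*) was higher in SI by 2.22 (standard error 0.41, adjusted p = 0.014). Adjusted over the list alone, 3 were higher in RI and 1 higher in SI. The starch list had a camera adjusted p of 0.039, and an adjusted p of 0.26 with an estimated correlation. Loci were paired with probe sets only through the paper's tables and the gene symbols of the platform, so most list members were probe sets that the paper had selected on these arrays, and the counts are not independent evidence.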

### The tissue-enriched genes in five tissues in O. longistaminata and their inferred functions

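The YL arrays had by far the most enriched genes. A probe set was called enriched in a tissue when limma's F test over the 5 tissues gave an adjusted p under 0.05 and its mean was over 1.5-fold above each of the other tissues with an unadjusted p under 0.05 against each. By this rule, 3346 probe sets were enriched in YL, 363 on the RT-labelled arrays, 214 in RI, 94 in SI and 80 on the ST-labelled arrays, 4097 in all. The median fold over the next highest tissue was 3.09, 1.73, 2.38, 2.21 and 2.77 in the same order. Examples are a wound-induced protein gene (*Os04g54300*) in RI at 2296 ± 24.0 (SD, n = 3), which was 2.91 above the ST-labelled arrays on the log2 scale (standard error 0.45, adjusted p = 4.5e-04, limma), and a xylanase inhibitor gene (*Os11g47500*) in RI at 393 ± 146, at least 7.48-fold above the ST-labelled arrays (adjusted p = 0.016). An AP2-domain gene (*Os12g40960*) on the RT-labelled arrays was at 327 ± 201, at least 5.56-fold above the ST-labelled arrays (adjusted p = 0.0068). An expressed protein gene (*Os01g12110*) on the ST-labelled arrays was at 1012 ± 261, 3.74 above RI on the log2 scale (standard error 0.59, adjusted p = 5.0e-04). The call passed for 54 of the 61 probe sets the paper lists for RI, 17 of its 29 for SI and 1872 of the 1973 tested of its 1974 for YL. The paper states that such sets hold the genes behind the function of each tissue. The counts for the internodes changed with a single array: that for SI was 456 without SI replicate 1 and 55 without SI replicate 2, and that for RI 466 without RI replicate 2 and 132 without RI replicate 3. RI replicate 2 with SI replicates 2 and 3, taken as a group, had 596 enriched probe sets, more than either internode tissue.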

Multiclass analyses and Wilcoxon Rank-Sum tests of the expression data led us to the identification of a total of 2,566 tissue-specific genes, including 58, 61, 299, 29 and 1,974 unique genes specifically enriched in RT, RI, ST, SI and YL, respectively (Table 1, Additional files 2, 3, 4, 5, 6). These tissue-specifically expressed genes represent the most important set of genes that determine the specificities and functions of the five sampled tissues. As expected, genes specifically expressed in each tissue have inferred functions strongly related to the known functions of the corresponding tissues.

**Table 1:** The list of genes specifically enriched in the rhizome tips relative to other tissues

Probe Name	OsGI	Function Annotation	*q*-value %	RT/ST	RT/RI	RT/SI	RT/YL
Os.34982.1.A1_at	Os04g17660	Rhodanese-like domain containing protein	0.003	2.60	23.33	7.82	167.88
Os.8120.1.S1_at	Os04g33570	CEN-like protein 2	<0.001	1.77	14.03	8.51	42.22
Os.49726.1.S1_at	Os11g05470	CEN-like protein 3	0.029	2.24	5.13	6.04	66.16
Os.8203.1.S1_at	Os10g05750	proline-rich protein	<0.001	1.77	12.97	19.60	105.02
Os.21805.1.S1_s_at	Os06g51320	Gibberellin regulated protein, expressed	0.046	3.62	4.94	7.33	8.44
Os.2367.1.S1_at	Os03g21820	Alpha-expansin 10 precursor	<0.001	3.19	12.74	7.64	28.19
OsAffx.15319.1.S1_at	Os06g08830	UDP-glucoronosyl and UDP-glucosyl transferase	0.975	1.60	1.85	2.03	1.65
Os.50483.1.S1_at	Os04g42860	GDSL-like Lipase/Acylhydrolase family protein	0.003	2.19	2.84	26.46	60.78
Os.8666.1.S1_at	Os02g57110	GDSL-like Lipase/Acylhydrolase family protein	<0.001	1.72	14.10	11.25	14.40
OsAffx.15187.1.S1_at	Os05g50960	Polygalacturonase family protein	0.003	1.61	2.60	1.85	73.35
Os.17076.1.S1_at	Os09g10340	Cytochrome P450 family protein	<0.001	3.63	14.96	6.62	19.18
Os.49861.1.S1_at	Os04g04330	Leucine Rich Repeat family protein	0.003	3.07	3.12	2.21	9.92
Os.15219.1.S1_at	Os06g11320	peptidyl-prolyl cis-trans isomerase	<0.001	4.23	13.23	16.75	27.63
Os.15454.2.S1_at	Os06g06760	U-box domain containing protein	0.003	4.04	14.32	9.09	44.53
Os.15789.1.S1_at	Os12g08920	Peroxidase 43 precursor	0.019	3.66	6.61	16.15	18.90
Os.53726.1.S1_at	Os07g05370	protein kinase family protein	0.013	2.14	6.81	3.04	57.21
Os.5682.1.S1_at	Os09g30320	BURP domain containing protein	0.006	2.08	2.37	2.48	2.85
Os.8655.1.S1_at	Os06g31960	Plant thionin family protein	<0.001	1.72	16.42	8.35	53.07
OsAffx.17468.1.S1_s_at	Os08g42080	ACT domain containing protein	<0.001	1.60	7.34	7.73	4.92
Os.33336.1.S1_at	Os01g11350	bZIP transcription factor family protein	0.003	2.97	16.06	4.16	30.68
OsAffx.2611.1.S1_at	Os02g14910	bZIP transcription factor family protein	<0.001	1.53	7.98	7.43	14.36
Os.28450.1.S1_at	Os01g70730	flowering promoting factor-like 1	0.003	4.81	3.12	7.95	5.34
Os.6271.1.S1_at	Os07g39320	Homeobox domain containing protein	0.069	1.95	2.51	2.54	4.83
Os.9086.1.S1_at	Os03g10210	Homeobox domain containing protein	0.003	2.21	1.63	3.59	19.50
Os.10050.1.S1_at	Os01g62660	Myb-like DNA-binding domain	0.003	14.12	15.62	15.82	271.93
Os.12994.1.S1_at	Os12g38400	Myb-like DNA-binding domain containing protein	<0.001	25.60	9.56	41.36	82.54
Os.47323.1.S1_at	Os02g45570	transcription activator	0.270	3.09	2.40	2.88	10.09
Os.49711.1.S1_at	Os08g35110	auxin-responsive protein	<0.001	2.27	11.19	12.76	18.16
Os.13012.1.S1_at	Os03g49880	TCP family transcription factor containing protein	<0.001	8.88	9.27	22.59	45.56
Os.151.1.S1_x_at	Os03g51690	Homeobox protein OSH1	<0.001	5.12	13.95	15.18	22.66
Os.54612.1.A1_at	Os02g07310	Piwi domain containing protein	0.644	2.09	3.48	2.53	4.67
Os.33534.1.S1_s_at	Os07g06620	YABBY protein	0.046	2.97	3.04	11.15	101.27
Os.4174.1.S1_at	Os08g02070	Agamous-like MADS box protein AGL12	0.003	2.42	20.57	6.84	8.35
Os.11344.1.S1_s_at	Os05g48040	MATE efflux family protein	<0.001	10.12	13.69	12.84	45.27
Os.28462.1.S1_s_at	Os12g02290	Nonspecific lipid-transfer protein 5 precursor	<0.001	3.08	21.75	17.68	60.66
Os.54305.1.S1_at	Os06g12610	Auxin efflux carrier component 1	<0.001	2.11	6.12	4.90	14.89
Os.14955.1.S1_at	Os03g31730	expressed protein	0.003	8.31	17.88	12.88	57.28
Os.15725.1.S1_at	Os03g64050	expressed protein	0.029	3.71	3.83	5.88	3.67
Os.22569.1.S1_at	Os03g30740	expressed protein	0.003	3.89	3.40	4.57	8.44
Os.27641.1.A1_at	Os04g23140	expressed protein	0.006	3.18	3.76	4.31	3.35
Os.3496.1.S1_at	Os01g12110	expressed protein	0.006	2.87	5.95	3.63	11.49
Os.47356.1.A1_at	Os10g31930	expressed protein	0.011	2.27	4.40	4.46	11.80
Os.8682.1.S1_a_at	Os10g08780	expressed protein	<0.001	1.95	1.68	3.24	6.41
Os.8682.2.S1_x_at	Os10g08780	expressed protein	0.013	1.63	2.96	3.23	2.53
OsAffx.11145.1.S1_s_at	Os01g21590	expressed protein	0.139	1.82	1.77	1.61	1.83
OsAffx.28068.1.S1_at	Os06g42730	expressed protein	<0.001	1.52	1.75	2.20	5.51
OsAffx.30149.1.S1_s_at	Os09g36160	expressed protein	<0.001	1.51	4.94	3.72	14.06
Os.9836.1.S1_at	Os11g10590	hypothetical protein	0.003	1.62	4.21	3.15	61.66
Os.28030.2.A1_at	Os06g0696400	Xyloglycan endo-transglycosylase precursor	0.003	3.15	6.76	6.45	29.74
Os.57006.1.S1_at	Os09g0459200	Conserved hypothetical protein	<0.001	1.99	12.54	11.69	56.03
Os.7285.1.S1_at	Os05g0518600	SL-TPS/P	<0.001	1.91	2.67	6.60	2.21
Os.7317.2.S1_at	Os01g0914300	Plant lipid transfer domain containing protein	0.011	1.88	3.24	8.35	8.22
Os.7431.1.S1_a_at	Os04g0272700	UDP-glucuronosyl/UDP-glucosyltransferase	0.006	1.87	5.92	3.91	5.73
Os.7567.1.S1_at	Os10g0554800	Plant lipid transfer domain containing protein	0.003	1.84	4.24	6.96	13.89
Os.7575.1.S1_at	Os04g0619800	Conserved hypothetical protein	0.106	1.90	2.57	1.83	4.64
Os.9167.1.A1_at	Os06g0649600	Non-protein coding transcript	0.011	1.62	7.47	3.17	21.16
OsAffx.22476.1.S1_x_at	Os07g0160100	YABBY2	<0.001	1.59	2.46	2.69	299.82
OsAffx.27291.1.S1_at	Os05g43440	DNA-binding protein	<0.001	1.53	1.96	2.23	222.60

***Note***: RT/ST, RT/RI, RT/SI, and RT/YL indicate ratio of signal1 (RT)/signal2 (ST, RI, SI, and YL) from Wilcoxon Rank-Sum tests, respectively.

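All 58 probe sets of Table 1 had their highest mean signal on the ST-labelled arrays, and 31 of them were called enriched there. A plant thionin gene (*Os06g31960*) had the highest signal, 4223 ± 1228 (SD, n = 3) against 1420.3 ± 366 on the RT-labelled arrays, a difference that did not pass the test (adjusted p = 0.81, limma). A BURP-domain gene (*Os09g30320*) was at 65.2 ± 11.1 on the ST-labelled arrays and below the cutoff on all RT-labelled arrays (adjusted p = 0.0051). The rhodanese-like gene (*Os04g17660*) was at 87.5 ± 16.9, at least 1.74-fold above the RT-labelled arrays (adjusted p = 0.0068). A MATE efflux gene (*Os05g48040*) was at 126 ± 25.8 and 60.8 ± 7.27 on the ST-labelled and RT-labelled arrays (log2 difference 1.04, standard error 0.20, adjusted p = 0.029). The hypothetical protein gene *Os11g10590* had means of 1915 ± 468 and 136 ± 38.1, with a log2 difference of 3.82 that did not pass the test (standard error 1.11, adjusted p = 0.19). Over the 58 probe sets, the median ratio of mean linear signals was 2.26 against the RT-labelled arrays, 5.53 against RI, 6.52 against SI and 14.6 against YL. These ratios include probe sets whose lower signal was below the cutoff, where they are ratios to background. The ratio against the RT-labelled arrays ranged from 1.51 to 25.6. Of the 58 probe sets, 9 differed between the tips by limma.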

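A gene annotated as NADPH HC toxin reductase (*Os07g0601000*) reached 3224 ± 727 (SD, n = 3) in YL, which was 6.82 above SI, the next highest tissue, on the log2 scale (standard error 0.51, adjusted p = 2.0e-06, limma). LOC4341032 was at 1215 ± 508 in YL and below the cutoff on every array of the other tissues, at least 22.8-fold lower in SI (adjusted p = 6.1e-08). *Os05g28090*, an expressed protein gene, was at 1092 ± 151, at least 21.9-fold above SI (adjusted p = 1.5e-06).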

YL has 1974 tissue-specially expressed genes, far more than the other tissues (Additional file 6). This is not surprising since plant leaves contain the primary machinery for photosynthesis. 

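Photosynthesis genes had their highest mean signals in YL. The mean log2 signal of 45 photosynthesis probe sets was 12.03 ± 0.20 (SD, n = 3) in YL, 10.79 ± 0.26 in SI, 8.26 ± 0.13 on the RT-labelled arrays, 7.06 ± 0.37 in RI and 5.43 ± 0.14 on the ST-labelled arrays. All 3 YL arrays lay above all arrays of every other tissue. Between SI and YL, 26 of the 45 probe sets were lower in SI, 0 were higher and 19 did not pass the test (30 lower when adjusted over the list alone, median log2 difference SI minus YL −0.97). The camera adjusted p of the list was 6.6e-08, and 0.28 with an estimated correlation, so the list was not called lower in SI than in YL by the latter. The list holds light-harvesting, photosystem, electron transport and carbon fixation genes. Most of its members were probe sets that the paper had selected on these arrays. Their peak in YL is therefore not independent evidence.

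**Figure D1:**
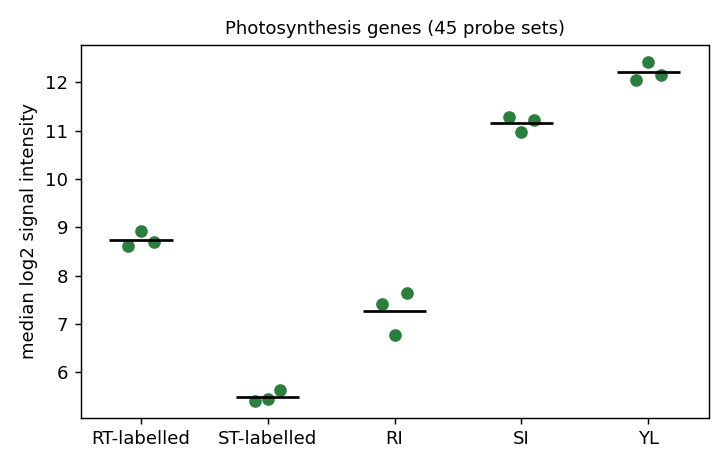
Median log2 signal intensity of 45 photosynthesis probe sets on each of the 15 arrays (points), by tissue label, with the mean of the 3 arrays as a black line. The ST-labelled arrays lie between 5.41 and 5.63, the RT-labelled arrays between 8.61 and 8.93, and the YL arrays between 12.05 and 12.43. Most of the probe sets had been selected by the paper on these arrays.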

As expected, most of these YL enriched genes were related to photosynthesis, metabolism, transport, signal transduction, etc, of known physiological functions of leaves. These included genes encoding photosystem I and II components, the PGR5 protein involved in cyclic electron flow around photosystem I and essential for photoprotection [29], *RPT2 *(a signal transducer involved in phototropic response and stomata opening) [30], ZEITLUPE and early flowering proteins related to the circadian clock function and early photomorphogenesis [31,32] and AS2, a protein required for the formation of a symmetric flat leaf lamina [33].

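*PGR5* was at 3319 ± 458 (SD, n = 3) in YL and 686 ± 186 in SI, a log2 difference of 2.30 (standard error 0.29, adjusted p = 7.8e-05, limma). *RPT2* was at 1670.3 ± 514 in YL, 3.61 above SI (standard error 0.87, adjusted p = 0.006). Both *ZEITLUPE* genes were highest in YL, *Os06g47890* at 1106 ± 115 and *Os02g05700* at 311 ± 39.6, with log2 differences of 1.24 and 1.16 from the next tissue (adjusted p = 0.0036 and 0.0094). *EARLY flowering 4* was at 329 ± 73.7 in YL, 2.43 above SI on the log2 scale (adjusted p = 3.9e-04), and *early flowering 3* was at 494 ± 32.4, 1.65 above SI (adjusted p = 0.0046). *AS2* (*Os05g34450*) was at 163 ± 30.4 in YL and 65.6 ± 5.52 on the ST-labelled arrays (adjusted p = 0.0036). All 7 probe sets were called enriched in YL.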

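All 299 probe sets of Additional file 4 had their highest mean signal on the RT-labelled arrays, and 221 of them were called enriched there. Among them, the YABBY gene *Os03g44710*, of a family that acts in lateral organs, was at 661 ± 58.3 (SD, n = 3) on the RT-labelled and 220.0 ± 14.0 on the ST-labelled arrays. Its log2 difference between the tips was 1.59 (standard error 0.53, adjusted p = 0.3, limma). An ent-kaurene synthase gene of gibberellin biosynthesis (*Os02g17780*) was expressed on the RT-labelled arrays alone, at 68.6 ± 13.1. Between the 2 tips themselves, 16 of the 299 probe sets passed the test, all of them higher on the RT-labelled arrays.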

In ST, the 299 specifically enriched genes were mainly functionally classified as cell cycle, cell wall components and biogenesis, DNA replication and repairing, signal transduction, and transcriptional regulation involved in shoot morphogenesis (additional file 4). These included 60 genes encode transcription factor proteins, such as TCP (*Os03g57190*), FL (*Os04g51000*), *OsSBP5*, and a growth regulating factor (*Os06g02560*), which are reported to be involved in the regulation of shoot apical meristem activities and morphogenesis of shoot organs [34-37]. 

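The TCP gene *Os03g57190* was at 462 ± 129 (SD, n = 3) on the RT-labelled and 149 ± 24.5 on the ST-labelled arrays. Its log2 difference between the tips was 1.62 (standard error 0.25, adjusted p = 0.0065, limma). *FL*, the rice relative of *LEAFY*, was at 121 ± 26.4 on the RT-labelled arrays and below the cutoff on all other arrays, at least 2.39-fold above the ST-labelled arrays (adjusted p = 0.0012). *SBP5* was at 412 ± 22.8 and 131 ± 34.1 on the RT-labelled and ST-labelled arrays (log2 difference 1.69, standard error 0.46, adjusted p = 0.15). The growth regulating factor gene *Os06g02560* was at 679 ± 144 and 247 ± 122 (log2 difference 1.60, standard error 0.40, adjusted p = 0.11). All 4 were called enriched on the RT-labelled arrays against the other tissues, but *SBP5* and the growth regulating factor did not pass the test between the tips alone.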

Of particular interest are four genes (*OsARF2*, *OsARF8*, *OsARF-GAP*, and *Auxin efflux carrier component 3*) that are implicated in the auxin responses and have effects on shoot growth and development [38]. 

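*ARF8* was at 2633 ± 280.0 (SD, n = 3) on the RT-labelled arrays, 1235 ± 286 on the ST-labelled arrays, 601 ± 264 in SI and 59.8 ± 14.5 in YL. *ARF-GAP* was at 336 ± 20.1 and 179.8 ± 65.5 on the RT-labelled and ST-labelled arrays (log2 difference 0.98, standard error 0.30, adjusted p = 0.24, limma). *Auxin efflux carrier component 3* was at 236 ± 33.8 on the RT-labelled and 114 ± 18.8 on the ST-labelled arrays and below the cutoff elsewhere. These 3 genes were called enriched on the RT-labelled arrays. *ARF2*, with 1600.0 ± 54.4 on the ST-labelled arrays, had a log2 difference of 0.63 between the tips (standard error 0.33, adjusted p = 0.56) and was not called enriched in any tissue.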

Two genes encoding PINHEAD proteins were also ST-enriched, which are involved in the fate determination of central shoot meristem cells [39,40].

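The PINHEAD gene *Os06g51310* was at 1507 ± 63.2 (SD, n = 3) on the RT-labelled arrays and 816 ± 103 on the ST-labelled arrays, and *Os06g39640* at 962 ± 94.9 and 467 ± 168. Both were far lower in RI, at 50.4 ± 15.8 and 19.3 ± 1.51. The log2 differences between the tips were 0.89 and 1.11 (standard errors 0.28 and 0.41, adjusted p = 0.25 and 0.35, limma), so both were called enriched on the RT-labelled arrays without passing the test between the tips. *Os06g51310* was higher in SI than in RI by 1.97 on the log2 scale (standard error 0.28, adjusted p = 0.0019).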

Most of the 29 SI-enriched genes encode proteins of unknown function, but a few are inferred to be related to metabolism, signal transduction, and redox regulation (Additional file 5). Of these, a BCL-2 binding anthanogene-1 gene reportedly has functions in regulating development and apoptosis-like processes during pathogen attack and abiotic stress [41]. 

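Protochlorophyllide reductase A, an enzyme of chlorophyll synthesis, was highest in SI at 1444 ± 342 (SD, n = 3), 1.74 above the ST-labelled arrays on the log2 scale (standard error 0.48, adjusted p = 0.014, limma). Glutamate decarboxylase was at 2457 ± 293 in SI and 1539 ± 181 in RI, a log2 difference of 0.67 that did not pass the test after adjustment (standard error 0.26, adjusted p = 0.33). All 3 probe sets of LOC4342214 were enriched in SI as well. That with the largest fold was at 465 ± 346 in SI, at least 7.92-fold above the RT-labelled arrays (adjusted p = 5.0e-04). The 29 probe sets of Additional file 5 all had their highest mean in SI.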

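The BCL-2 binding anthanogene-1 gene was at 2766 ± 532 (SD, n = 3) in SI, 1417 ± 179.8 in RI and 1155 ± 239 in YL. SI was above RI by 0.96 on the log2 scale (standard error 0.21, adjusted p = 0.035, limma), and all 3 SI arrays were above those of every other tissue.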

Another gene of interest encodes the cytokinin synthase involved in the biosynthesis of cytokinin [42].

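The cytokinin synthase gene had a mean signal of 82.9 ± 10.8 (SD, n = 3) in SI and 46.8 ± 16.0 in RI, a log2 difference of 0.88 (standard error 0.46, adjusted p = 0.54, limma). It was above the cutoff on all 3 SI arrays and on 2 RI arrays, and below it on all tip and YL arrays. It was not called enriched in SI.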

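The heavy-metal-associated domain gene *Os03g02070* was at 3466 ± 744 (SD, n = 3) in RI, 1650.0 ± 104 in SI and 271 ± 63.6 in YL. Mean signals in RI and SI were 1749 ± 346 and 837 ± 273 for *Os08g31340*, and 266 ± 43.3 and 127 ± 24.1 for *Os04g45130*. The log2 differences between RI and SI of these 3 genes were 1.05, 1.10 and 1.06 (adjusted p = 0.13, 0.15 and 0.12, limma), so RI and SI were not told apart by the adjusted test. A dirigent-like protein gene of lignan and lignin metabolism was at 330.3 ± 93.5 in RI and 41.4 ± 32.5 in SI, a log2 difference of 3.23 (standard error 0.51, adjusted p = 0.0038). A subtilisin N-terminal region gene was at 273 ± 87.5 in RI, at least 5.33-fold above SI (adjusted p = 0.033). CCAAT-binding factor subunit A was at 1083 ± 249 in RI and 390.2 ± 90.7 in SI. The transmembrane amino acid transporter was at 121 ± 17.8, the pectinesterase inhibitor domain gene at 394 ± 117 and the flavin-binding monooxygenase-like gene at 158 ± 33.3 in RI. The glycine rich protein was also highest in RI, at 1177 ± 193, with 778 ± 112 in SI, and was the only 1 of the 11 RI probe sets named in the paper that was not called enriched.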

Of the 61 RI-enriched genes (Additional file 3), 11 encode proteins with transport functions, including three proteins containing heavy-metal-associated domains, a transmembrane amino acid transporter; 7 proteins related to cell cycle and cell wall biogenesis (including a dirigent-like protein, a glycine rich protein and a pectinesterase inhibitor-domain containing protein), and one gene encoding a flavin-binding monooxygenase-like family protein which has the inferred function in auxin biosynthesis [43].

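CEN-like, homeobox and TCP genes were among the genes highest on the ST-labelled arrays. Of 12 probe sets of genes that the paper names for this set, all 12 had their highest mean there, 9 were called enriched and 3 differed between the 2 tips by limma. *CEN2*, the TCP gene *Os03g49880* and the rhodanese-like gene are the 3 that passed.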

Of specific interest are the 58 RT-specifically expressed genes (Table 1). Of these, 15 are related to transcription regulation, including an agamous-like MADS box gene (*AGL12*), 2 *YABBY *genes (*Os07g06620 *and *Os07g0160100*), and a TCP gene (*Os03g49880*). 

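The TCP gene *Os03g49880* had a mean signal of 267 ± 36.6 (SD, n = 3) on the ST-labelled arrays and 52.2 ± 20.8 on the RT-labelled arrays, and was below the cutoff on all internode and YL arrays. Its log2 difference between the tips was 2.42 (standard error 0.44, adjusted p = 0.019, limma). *AGL12* was at 169 ± 25.6 and 86.6 ± 32.5 on the ST-labelled and RT-labelled arrays, the YABBY gene *Os07g06620* at 542 ± 109.5 and 148 ± 64.8, and *Os07g0160100* at 284 ± 87.4 and 78.3 ± 30.0. Their log2 differences were 1.02, 1.94 and 1.90, with standard errors of 0.47, 0.94 and 0.67 (adjusted p = 0.49, 0.51 and 0.33). These 3 differences did not pass the test, although in each of the 4 genes all ST-labelled arrays were above all RT-labelled arrays.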

Three genes encoding homeobox proteins such as *OSH1 *were of this group. 

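*OSH1* was at 1854 ± 153 (SD, n = 3) on the ST-labelled arrays, 1212 ± 196 on the RT-labelled arrays, 946 ± 154 in RI and 833 ± 186 in SI, and below the cutoff on all YL arrays. Its log2 difference between the tips was 0.62 (standard error 0.27, adjusted p = 0.46, limma). The homeobox gene *Os07g39320* was at 218 ± 27.4 and 60.0 ± 20.9 on the ST-labelled and RT-labelled arrays, and *Os03g10210* at 313 ± 51.1 and 77.6 ± 34.5. Their log2 differences of 1.92 and 2.09 (standard errors 0.54 and 0.70) did not pass the test between the tips (adjusted p = 0.17 and 0.29). All 3 genes were called enriched on the ST-labelled arrays.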

Several genes with functionality in cell elongation and cell cycle, including *alpha-expansin 10*, *CEN2 *and *CEN3*, were also highly enriched in RT.

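*CEN2*, of the family of *CENTRORADIALIS* that keeps meristems indeterminate, was at 439 ± 19.2 (SD, n = 3) on the ST-labelled and 49.4 ± 29.4 on the RT-labelled arrays. This was a log2 difference of 3.34 (standard error 0.48, adjusted p = 0.0041, limma). *CEN3* was at 147 ± 18.9 and 46.6 ± 24.9 (log2 difference 1.83, standard error 0.70, adjusted p = 0.38). *Alpha-expansin 10* was at 639 ± 127 and 298 ± 70.6 (log2 difference 1.11, standard error 1.01, adjusted p = 0.8). Only *CEN2* passed the test between the tips, and *CEN2* and *CEN3* were called enriched on the ST-labelled arrays. *Alpha-expansin 10* was not, and its mean in SI was 210.0 ± 179. All its ST-labelled arrays were above its RT-labelled arrays, and its standard error also carries the SI spread from 11.3 to 358.

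**Figure D2:**
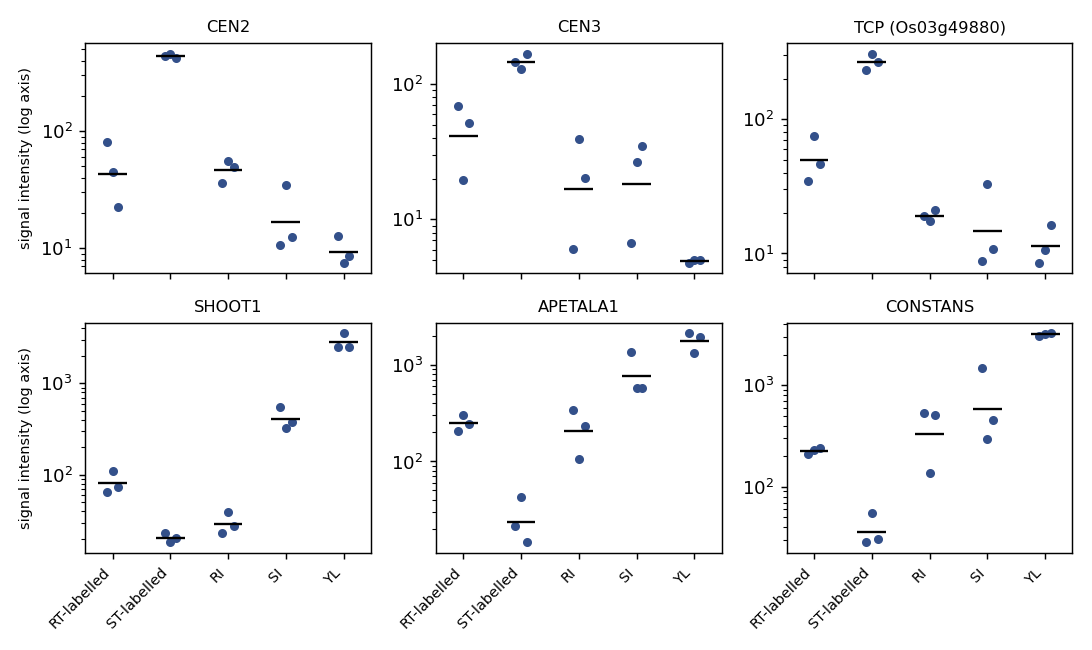
Signal intensity (log axis) of 6 genes on each of the 15 arrays (points), by tissue label, with the geometric mean of the 3 arrays as a line. The 3 ST-labelled arrays lie above the 3 RT-labelled arrays for *CEN2*, *CEN3* and the TCP gene *Os03g49880*, and below them for *SHOOT1*, *APETALA1* and *CONSTANS*.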

To confirm the microarray data, a set of 21 tissue-enriched genes were selected for RT-PCR analysis. The RT-PCR expression pattern of 18 out of the 21 genes was consistent with that of the microarray experiments (Additional file 7). The RT-PCR profiles of the remaining three genes failed to confirm the microarray results. This inconsistency was likely due to the difference between the two methods in detecting different members of gene families. Semi-quantitative RT-PCR detects the expression patterns of individual genes characterized by a single peak in the melting curve, while microarray analysis cannot distinguish different members of the same gene family.

### Comparison between the differentially expressed genes in RT and ST

The principal components (PC) analysis based on the 10,801 genes that were expressed in all five tissues, which clearly differentiated the tissues from one another (Figure 2). 

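The tips, the internodes and YL were separated by the first 2 principal components of the 10935 probe sets expressed in all 5 tissues. PC1, PC2 and PC3 explained 45.9%, 25.0% and 9.21% of the variance of log2 signals centred per probe set. On PC1, mean scores were 86.2 ± 3.64 (SD, n = 3) for YL, 12.5 ± 27.8 for SI, −0.198 ± 15.4 for RI, −45.9 ± 9.41 for the RT-labelled and −52.7 ± 3.32 for the ST-labelled arrays. The spread of SI came from replicate 1, with a score of 44.6 against −3.26 and −3.84 for the other replicates.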

Results from the three replicates of the microarray experiments were very consistent, indicating the high quality and consistency of the gene expression patterns in the five sampled tissues. Interestingly, PC1, which explained 63.7% of the total variation in expression level of this set of genes, did not contribute much to the differences between the five tissues. In contrast, PC2, which explained 17.5% of the expression variation of this set of genes, contributed greatly to the difference between RT/ST and RI, and between YL and SI, indicating that most genes contributing to PC2 are those differentiating leaves and internodes. 

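Differences between the tissues accounted for 94.3% of the variance of the PC1 scores. No arrays of the tips overlapped with those of YL on this component. With the arrays instead of the probe sets as variables, a setting chosen after the data had been seen, PC1 explained 77.8%. The share between tissues was not computed for that setting. The PC1 described here need not be the paper's component, and the same holds for PC2 and PC3 below.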

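On PC2, mean scores were 48.5 ± 7.69 (SD, n = 3) for RI and 40.0 ± 21.6 for SI, against −37.2 ± 6.27 for the RT-labelled arrays, −32.0 ± 10.4 for YL and −19.2 ± 6.86 for the ST-labelled arrays. Differences between tissues made up 93.3% of the variance of these scores. The internodes lay on the positive side, and both tips and YL on the negative side. The lowest internode score, 15.4, was that of SI replicate 1.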

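The tips had nearly the same mean score on PC3, −0.04 ± 14.9 (SD, n = 3) for the RT-labelled and −1.48 ± 16.3 for the ST-labelled arrays. The spread within tissues was larger than the differences between them, which made up 17.6% of the variance of these scores. Internode arrays set the extremes, from −54.5 for RI replicate 1 to 29.1 for SI replicate 2. Since this PC3 need not be the paper's component, no disagreement on PC3 is shown.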

PC3 explained 9.0% of the total expression variation of these genes and was primarily responsible for the difference between RT and ST. These results clearly indicate that there are significant quantitative differences in gene expression level among different tissues that contribute significantly to cell and tissue differentiation.

**Figure 2:**
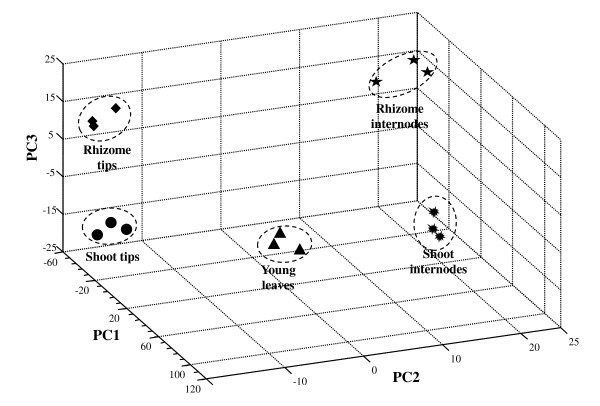
**The plot of the first principal components of the genome-wide gene expression profile of five tissues in *O. longistaminata *revealed by the microarray expression analysis**. PC1 is principal component 1, PC2 is principal component 2, and PC3 is principal component 3. Each type of tissue occupies a distinct location in the principal component space. PC1 separates leaves and shoot internodes from the other three organs. PC2 distinguishes among tips, internodes, and leaves. PC3 separates tips from internodes.

Of the differentially expressed genes, 162 and 261 genes were up-regulated and down-regulated, respectively, in RT as compared to ST (Additional file 8). 

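Between the tips, 184 probe sets differed by limma, 41 higher on the ST-labelled and 143 higher on the RT-labelled arrays. The direction of every printed ratio of Additional file 8 is opposite to the labels: its probe sets listed as higher in RT were higher on the ST-labelled arrays in 32 of 162 cases by the test, and those listed as lower in RT were higher on the RT-labelled arrays in 98 of 262. By the SAM-type permutation test these were 162 of 162 and 255 of 262, and by limma without both internode replicate 1 arrays, a setting chosen after the data had been seen, 82 and 158. None passed in the other direction by limma with all arrays. The count higher on the ST-labelled arrays changed with single arrays, to 26 and 22 without ST-labelled replicates 2 and 3, 19 without RT-labelled replicate 1 and 81 without SI replicate 1, and that higher on the RT-labelled arrays to 79 and 94 without replicate 1 of the ST-labelled and RT-labelled arrays. RT-labelled replicate 2 had a mean log2 ratio of 3.48 between the 3' and 5' members of 6 pairs of rice control probe sets, against 0.96 to 1.77 on the other arrays.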

The function classification of all RT differentially expressed genes is shown in Figure 3. 

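Photosynthesis genes were higher on the RT-labelled than on the ST-labelled arrays. Of 45 probe sets of the photosynthesis list, 36 were higher on the RT-labelled arrays, 0 were lower and 9 did not pass the test (43 higher when adjusted over the list alone). The median log2 difference was 2.87, or 2.44 with the 17 members that were below the cutoff on the ST-labelled arrays set to their bound. By camera the adjusted p of the list was 2.3e-85, and 6.9e-05 with an estimated correlation. A Rubisco small subunit (*Os12g19470*) was at 802 ± 51.4 (SD, n = 3) on the RT-labelled and 40.9 ± 11.0 on the ST-labelled arrays (log2 difference 4.33, standard error 0.55, adjusted p = 0.0017, limma). Photosystem I subunit VI (*Os05g48630*) was at 238 ± 56.5 on the RT-labelled arrays, at least 4.71-fold above the ST-labelled arrays (adjusted p = 5.0e-07). Chloroplast glyceraldehyde-3-phosphate dehydrogenase (*Os04g38600*) was at 199 ± 47.9, at least 3.93-fold higher (adjusted p = 5.2e-06). These signals stayed far below those of green tissue, where *Os12g19470* reached 4015 ± 934 in SI and 6836 ± 1833 in YL. The list members had largely been selected by the paper on these arrays.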

Many genes related to photosynthesis were greatly down-regulated and additional genes involved in transcription regulation and transport were repressed in RT. Of these, three auxin response-related genes were significantly down-regulated in RT as compared with ST. 

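The 3 auxin-related probe sets that Additional file 8 lists as lower in RT are *ARF8*, *Auxin efflux carrier component 3* and the auxin responsive gene *Os02g52990*. *Os02g52990* was at 258 ± 60.1 (SD, n = 3) on the RT-labelled and 114 ± 27.0 on the ST-labelled arrays, a log2 difference of 1.18 (standard error 0.55, adjusted p = 0.49, limma). It was highest in SI, at 1779 ± 1283. The log2 differences of *ARF8* and *Auxin efflux carrier component 3* were 1.12 and 1.05, higher on the RT-labelled arrays on average (standard errors 0.34 and 0.24, adjusted p = 0.24 and 0.084). None of the 3 passed the test.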

Several transcription factor genes related to shoot growth and development were also down-regulated in RT relative to ST (Additional file 7). These genes include TCP (*Os03g57190*), *SHOOT1*, *APETALA1, CONSTANS *(*Os04g42020*), *AGL19 *and a no-apical-meristem protein gene (*Os04g38720*). 

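*SHOOT1* was at 82.7 ± 23.7 (SD, n = 3) on the RT-labelled arrays and below the cutoff on the ST-labelled arrays, at least 1.62-fold higher (adjusted p = 0.0038, limma). *APETALA1*, a MADS-box gene of floral identity, was at 253 ± 48.7 on the RT-labelled arrays and 26.1 ± 14.4, below the cutoff on all arrays, on the ST-labelled arrays, at least 5.04-fold higher (adjusted p = 0.004). Both reached their highest signals in YL, 2839.7 ± 591 and 1813 ± 415. *CONSTANS* (*Os04g42020*) was at 226 ± 15.8 and 37.9 ± 14.6 on the RT-labelled and ST-labelled arrays, a log2 difference of 2.64 (standard error 0.58) that did not pass the test (adjusted p = 0.06). *AGL19* was at 255 ± 117 and 78.0 ± 4.68 (log2 difference 1.62, standard error 0.53, adjusted p = 0.28). *CONSTANS* and *AGL19* were likewise highest in YL, at 3177 ± 92.1 and 810.1 ± 302. The 2 MADS-box genes belong to a list of 6 flowering and MADS probe sets, of which 2 were higher on the RT-labelled arrays, 0 were lower and 4 did not pass the test (5 higher when adjusted over the list alone). The list's median log2 difference was 1.65, or 1.46 with 2 members at their bound, and its camera adjusted p was 2.6e-05, or 0.0031 with an estimated correlation. Most members of the list had been selected by the paper on these arrays, so these values are not independent evidence.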

Among the down-regulated genes, several genes (*ARF8*, *Auxin Efflux Carrier 3*, *AS2*, and *SBP5*) with known functions were identified as ST-enriched ones.

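*AS2* (*Os01g66590*) was at 254 ± 18.2 (SD, n = 3) on the RT-labelled and 110.4 ± 27.1 on the ST-labelled arrays and below the cutoff on all internode and YL arrays. It was higher on the RT-labelled arrays by 1.23 on the log2 scale (standard error 0.25, adjusted p = 0.039, limma). Of *AS2*, *ARF8*, *Auxin efflux carrier component 3* and *SBP5*, only *AS2* passed this test.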

**Figure 3:**
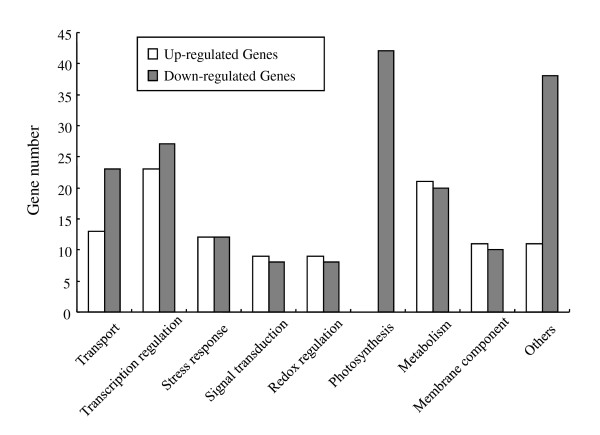
**Functional classification of the differentially expressed genes *O. longistaminata *with putative functions in the rhizome tips as compared with the shoot tips**. Up-regulated genes are shown in white bars, down-regulated genes in gray bars. Putative functions, taken from the Affymetrix annotation combined with the TIGR definition and NCBI database, are listed below the bars. Expression of genes involved in transport, transcription regulation, photosynthesis, and miscellaneous functions (labeled "others") is lower in rhizome tips than in shoot tips. Expression of genes involved in signal transduction, redox regulation, metabolism, and membrane components is higher in rhizome tips than in shoot tips.

The up-regulated genes in RT include those encoding two CEN-like proteins, two meiosis 5 proteins, two GA response proteins, and two auxin-responsive proteins. Also, the expression levels of two meiosis 5 protein genes (*Os06g35970 *and *Os02g13660*) were 8.0 and 14.0 times higher in RT than in ST. 

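An AUX/IAA gene (*Os03g43410*), of the family that represses auxin responses, was at 446 ± 165 (SD, n = 3) on the ST-labelled and 89.6 ± 19.5 on the RT-labelled arrays. The auxin-responsive gene *Os08g35110* was at 474 ± 85.1 and 153 ± 11.8. Their log2 differences were 2.27 and 1.61 (standard errors 0.70 and 0.92, adjusted p = 0.24 and 0.62, limma). Every ST-labelled array was above every RT-labelled array in both genes, but the test across all probe sets was not passed. *Os03g43410* was also expressed in both internode tissues, at 515 ± 363 in SI and 312 ± 171 in RI.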

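The meiosis 5 gene *Os06g35970* was at 1629 ± 815 (SD, n = 3) on the ST-labelled and 202 ± 142 on the RT-labelled arrays, a ratio of mean linear signals of 8.04. *Os02g13660* was at 1263 ± 886 and 90.5 ± 61.3, a ratio of 14.0. On the log2 scale the differences were 3.06 and 3.73 (standard errors 1.35 and 0.96, adjusted p = 0.46 and 0.13, limma), so neither passed the test. *Os06g35970* had similar means in the internodes, at 1465 ± 1353 in RI and 1802 ± 1405 in SI, with a wide spread between replicates. *Os02g13660* was called enriched on the ST-labelled arrays.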

Twenty-four transcription factor genes encoding WRKY, NAC, bHLH, homeobox, flowering promoting factor-like 1, bZIP, AP2, and GBOF1 proteins, etc, were up-regulated. 

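Of 21 transcription factor probe sets found by their annotation in Additional file 8, 4 were higher on the ST-labelled arrays by limma. They were searched for among the 162 probe sets listed there as higher in RT. All 162 had higher means on the ST-labelled arrays, so the selection fixed that none was lower. The words searched for were chosen after the data had been seen. A bHLH gene (*Os06g10820*) was expressed on the ST-labelled arrays alone, at 149 ± 66.5 (SD, n = 3), at least 2.84-fold higher (adjusted p = 0.0038). A bHLH gene (*Os08g39630*) was at 177 ± 30.0 and 70.4 ± 13.5 on the ST-labelled and RT-labelled arrays (log2 difference 1.34, standard error 0.21, adjusted p = 0.007). Flowering promoting factor-like 1 was at 390.2 ± 95.4 and 123 ± 33.4 (log2 difference 1.68, standard error 0.31, adjusted p = 0.023). The other that passed was the TCP gene *Os03g49880*. The WRKY gene *Os03g20550* was highest in RI, at 867 ± 483, with 146 ± 41.0 on the ST-labelled arrays (log2 difference between the tips 1.86, standard error 0.75, adjusted p = 0.42). The GBOF-1 bHLH gene *Os02g39140* was at 353 ± 132 and 70.9 ± 20.1 on the ST-labelled and RT-labelled arrays (log2 difference 2.29, standard error 0.52, adjusted p = 0.073). The remaining probe sets did not pass the test, among them homeobox, AP2, NAC and bZIP genes.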

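Lipid transfer proteins bind and move lipids, and all 7 genes of Additional file 8 had higher mean signals on the ST-labelled than on the RT-labelled arrays. Of the 7 probe sets, 2 were higher on the ST-labelled arrays, 0 were lower and 5 did not pass the test (5 higher when adjusted over the list alone, which is not independent evidence since the paper chose the list on these arrays). *Os12g02340* was at 838 ± 456 (SD, n = 3) and 79.1 ± 19.4 on the ST-labelled and RT-labelled arrays (log2 difference 3.26, standard error 0.54, adjusted p = 0.011, limma). *Os07g09970* was at 299.6 ± 6.14 and 112 ± 51.6 (log2 difference 1.53, standard error 0.29, adjusted p = 0.026). The log2 differences of the other 5 were 2.73 for *Os12g02330*, 1.50 for *Os05g40010*, 1.59 for *Os12g02290*, 2.15 for *Os11g02350* and 1.04 for *Os07g07930*. The median log2 difference was 1.59, and the camera adjusted p of the list was 3.2e-10, or 0.0031 with an estimated correlation. Several of the genes were higher still in other tissues, *Os12g02330* at 5458 ± 599 in YL and *Os05g40010* at 3190.1 ± 523 in RI.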

Seven genes encoding lipid transfer proteins (LTPs), which function as transporters, were highly up-regulated in the RT. In addition, five proline-rich protein (PRP) genes clustered on chromosome 10 were also up-regulated in RT relative to the ST.

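The proline-rich protein gene *Os10g05990* was at 585 ± 266 (SD, n = 3) on the ST-labelled and 33.5 ± 33.0 on the RT-labelled arrays, *Os10g06000* at 679 ± 215 and 79.5 ± 74.5, and *Os10g05970* at 904 ± 365 and 125 ± 117. *Os10g05980* was at 216 ± 153 and 33.4 ± 15.3, and *Os10g05750* at 209 ± 15.8 and 92.0 ± 25.1. Every ST-labelled array was above every RT-labelled array in all 5 genes. None of the 5 passed the test by limma, adjusted over all probe sets or over the list alone, with adjusted p from 0.5 for *Os10g05750* to 0.74 for *Os10g05980*. The variance in this test is pooled over all tissues. The SD of the list's mean log2 signal was 3.64 in RI and 3.67 in SI, against 0.53 on the ST-labelled and 1.06 on the RT-labelled arrays. These p-values therefore do not measure the spread of the tip arrays alone. The list had a median log2 difference of 3.27 and a camera adjusted p of 7.5e-04, and an adjusted p of 0.23 with an estimated correlation. The paper chose these genes for differing between the tips on these arrays, so the list is not independent evidence. The internode arrays varied widely: *Os10g05990* was at 7.84 and 10.4 on RI and SI replicate 1, and between 1123 and 2396 on the other 4 internode arrays.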

### Identification of distinct cis-regulatory elements in the genes specifically expressed in particular tissues

Using the PLACE *cis*-element database, the *cis*-elements of the tissue-enriched genes were determined from both strands of their putative promoter sequences. We selected the top 65 genes from different gene sets for *cis-*element comparative analysis (Tables 2 and 3). Several distinct elements were found in significantly different proportions among different tissue-enriched gene sets (Table 2) and between RT up-regulated and down-regulated gene sets (Table 3).

**Table 2:** Four cis-elements abundant in genes specifically enriched in five tissues of *O. longistaminata *identified by bioinformatic analyses of the promoter regions of the genes involved.

Tissue type		RT	RI	ST	SI	YL
**No. of tested genes**		**56**	**57**	**61**	**27**	**64**
	**Total (%)**	**75.0 ± 11.3**	**98.2 ± 3.5 **^**a**^	**77.0 ± 10.6**	**77.8 ± 15.7**	**64.1 ± 11.8**
CGACG element (CGACG)	Single copy (%)	39.3	47.3	39.3	48.2	40.7
	Two or more copies (%)	35.7	50.9	37.7	29.6	23.4
	Total (%)	53.6 ± 13.1	73.7 ± 11.4^b^	59.0 ± 12.3	37.0 ± 18.2	39.1 ± 12.0
GCCCORE (GCCGCC)	Single copy (%)	39.3	45.6	24.6	29.6	25.0
	Two or more copies (%)	14.3	28.1	34.4	7.4	14.1
	Total (%)	98.2 ± 3.5 ^c^	78.9 ± 10.6	78.7 ± 10.3	88.9 ± 11.8 ^b^	78.1 ± 10.1
SURECOREATSULTR11 (GAGAC)	Single copy (%)	66.1	49.1	55.7	48.2	54.7
	Two or more copies (%)	32.1	29.8	23.0	40.7	23.4
	Total (%)	64.3 ± 12.5	86 ± 9.0 ^b^	83.6 ± 9.3 ^c^	66.7 ± 17.8	67.2 ± 11.5
Myb core (AACGG)	Single copy (%)	50.0	52.7	59.0	55.6	48.4
	Two or more copies (%)	14.3	33.3	24.6	11.1	18.8

^a ^The range about the average indicates 95% confidence limits for *p *among five treatments.

^b ^The range about the average indicates 95% confidence limits for *p *between RI and SI treatments.

^c ^The range about the average indicates 95% confidence limits for *p *between RT and ST treatments.

**Table 3:** Three c*is*-elements abundant in genes up-regulated and down-regulated in the rhizome tips (RT) of *O. longistaminata*

Gene set		RT Up-regulated	RT Down-regulated
**No. of tested genes**		**64**	**62**
	Total (%)	73.4 ± 11.6	91.9 ± 7.1*
CGACG element (CGACG)	Single copy (%)	31.2	37.1
	Two or more copies (%)	42.2	54.8
	Total (%)	82.8 ± 9.9*	58.1 ± 12.8
RY repeat (CATGCA)	Single copy (%)	50.0	42.0
	Two or more copies (%)	32.8	16.1
	Total (%)	96.9 ± 4.5*	79 ± 10.6
TAAAG motif (TAAAG)	Single copy (%)	59.4	43.5
	Two or more copies (%)	37.5	35.5

*The range about the average indicates 95% confidence limits for *p*.

Of the six tissue-enriched gene sets, a CGACG motif was the predominant *cis*-element in the RI-enriched genes relative to the other four tissues. This element was originally reported to function as a coupling element for the G box element [44]. An element of GCCGCC (GCCCORE, [45]) was found to be more abundant in RI than in SI. The SURECOREATSULTR11 element (GAGAC), which was reportedly conferring the sulfur deficiency response in Arabidopsis roots [46], showed significantly higher abundance in the RT than in other tissues. An AACGG (Myb core, [47]) element was enriched in RI and ST relative to the other tissues. Two additional *cis*-elements, the RY repeat (CATGCA, [48]) and TAAAG motif [49], were found to be significantly more abundant in the up-regulated genes set of RT as compared to other tissues.

### Co-localization of rhizome related QTLs and rhizome-specific expressed genes in rice and sorghum

In our previous study [11], we genetically identified the QTLs related to rhizome expression, abundance and growth related traits using an F_2 _population from the cross between RD23 and *Oryza longistaminata*. Sixteen QTLs were localized on 12 regions of the eight rice chromosomes that affected the nine rhizome traits. Of these, two dominant-complementary genes (*Rhz2 *and *Rhz3*) controlling the rhizomatous expression were mapped on chromosomes 3 and 4. 

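The photosystem II protein PsbX (*Os03g22370*) was at 618 ± 114 (SD, n = 3) on the RT-labelled and 50.5 ± 13.2 on the ST-labelled arrays, higher on the RT-labelled arrays by 3.63 on the log2 scale (standard error 0.49, adjusted p = 0.0028, limma). The GTP-binding protein gene of the TypA type (*Os02g18450*) was higher on the RT-labelled arrays by 1.63 (standard error 0.27, adjusted p = 0.0099). Of 35 loci listed in Additional file 9 for 11 QTL regions, 31 could be paired with a probe set, 34 probe sets in all. Between the tips, 2 of these were higher on the ST-labelled arrays, 8 were higher on the RT-labelled arrays and 24 did not pass the test. The 2 probe sets higher on the ST-labelled arrays were those of the uncharacterized genes *Os03g22210* and *Os03g22230*, at least 1.43-fold and 1.48-fold higher (adjusted p = 0.011 and 0.016).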

Interestingly, many the RT- and RI-enriched genes and RT differentially regulated genes detected in the microarray experiments were mapped to the above-mentioned QTL likelihood intervals (Additional file 9).

Specifically, 34 of the RT- and RI-enriched genes were physically mapped on 11 rhizome-related QTL regions (Additional file 9). A gene encoding MATE-type transporter (*Os0311734*) associated with *Rhz2 *was highly repressed in RT relative to ST, while five RT up- or down-regulated genes were mapped on the *Rhz3 *region. Of these, a BADH gene (*Os0439020*) and a putative gene (*Os0436670*) of unknown function were highly up-regulated. 

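The BADH gene *Os04g39020* was at 717 ± 118 (SD, n = 3) on the ST-labelled and 309.6 ± 19.0 on the RT-labelled arrays, a log2 difference of 1.20 (standard error 0.30, adjusted p = 0.1, limma). *Os04g36670* was at 129.5 ± 40.7 and below the cutoff on the RT-labelled arrays, at least 2.52-fold higher (adjusted p = 0.27). Neither difference passed the test, although all 3 ST-labelled arrays were above all 3 RT-labelled arrays for both genes. Both had higher mean signals in RI than on the tip arrays, 982 ± 295 and 274 ± 225.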

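Among the genes of the *Rhz3* region, the chlorophyll a/b-binding protein gene CP24 (*Os04g38410*) was at 931 ± 129 (SD, n = 3) on the RT-labelled and 190.4 ± 17.7 on the ST-labelled arrays, higher on the RT-labelled arrays by 2.28 on the log2 scale (standard error 0.24, adjusted p = 3.1e-04, limma). The NAM transcription factor gene *Os04g38720* was at 165 ± 9.88 and 41.8 ± 23.1, with all 3 RT-labelled arrays above the ST-labelled arrays. Its log2 difference of 2.11 (standard error 0.72) did not pass the test (adjusted p = 0.31). *Os04g38720* was also expressed in SI, at 184 ± 131. The 3-oxoacyl synthase gene *Os04g36800* was at 105 ± 24.4 on the RT-labelled arrays, at least 2.08-fold higher without passing the test (adjusted p = 0.13).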

Three other genes including a NAM transcription factor (*Os04g38720*) were down-regulated in RT. One gene encoding monosaccharide transporter 1 was down-regulated in RI as compared to SI. The homolog of this gene was also rhizome-specific expressed in sorghum [2]. Sixteen RT-specific expressed genes were identified in regions of five mapped QTLs (*QRn2*, *QRn3*, *QRn5*, *QRn6 *and *QRn10*) affecting rhizome number. Other positional candidate genes in these QTL regions include *MAP3K*, *Expansin S1*, *Hsp70*, *LTP1*, *SL-TPS/P*, and genes encoding gibberellin-regulated protein 2 (*Os06g51320*) and naringenin-chalcone synthase (*Os10g33370*). 

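The *MAP3K* gene *Os02g32610* was at 369 ± 87.3 (SD, n = 3) on the ST-labelled and 160.4 ± 14.2 on the RT-labelled arrays (log2 difference 1.18, standard error 0.34, adjusted p = 0.19, limma). The *Hsp70* gene *Os05g38530* had the opposite sign, at 1433 ± 223 on the RT-labelled and 473 ± 174 on the ST-labelled arrays (log2 difference 1.65, standard error 0.69, adjusted p = 0.44). The gibberellin-regulated protein gene *Os06g51320* was at 1047 ± 28.3 and 466 ± 128 on the ST-labelled and RT-labelled arrays (log2 difference 1.20, standard error 1.29, adjusted p = 0.84). *Os10g33370*, listed as naringenin-chalcone synthase, was at 188 ± 31.4 and 79.9 ± 8.09 (log2 difference 1.23, standard error 1.04, adjusted p = 0.78). None of the 4 passed the test between the tips. For *Os06g51320* and *Os10g33370*, every ST-labelled array was above every RT-labelled array. Their standard errors also carry the internode spread, from 10.1 to 459 in SI for *Os06g51320* and from 24.5 to 686 for *Os10g33370*. The p-values of these genes therefore do not measure the spread of the tip arrays alone.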

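In the region of *QRl7*, light-harvesting genes were higher on the RT-labelled than on the ST-labelled arrays. The chlorophyll a/b-binding protein CP29 gene *Os07g37240* was at 322 ± 52.4 (SD, n = 3) on the RT-labelled arrays, at least 6.43-fold higher (adjusted p = 3.7e-05, limma). *Os07g37550*, a type III chlorophyll a/b-binding protein gene, was at 731 ± 87.4 and 65.3 ± 7.31 on the RT-labelled and ST-labelled arrays (log2 difference 3.48, standard error 0.31, adjusted p = 9.8e-05). The Rieske FeS protein gene *Os07g37030* was at 242 ± 83.7 and 76.8 ± 3.68 (log2 difference 1.61, standard error 0.38, adjusted p = 0.089). The histone-like transcription factor gene *Os07g41580* was higher in RI than in SI by 1.47 on the log2 scale (standard error 0.33, adjusted p = 0.039), with signals of 42.2 ± 20.1 and 55.0 ± 14.7 on the ST-labelled and RT-labelled arrays.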

In the regions of three QTLs (*QRl1*, *QRl6 *and *QRl7*) controlling rhizome length, we identified nine RT-specific differentially regulated genes, which include a histone-like transcription factor (*Os07g41580*) and a homeodomain leucine zipper protein (*Os07g39320*).

We were able to align 26 of the rhizome-specific expressed genes on the sorghum genome using a comparative genomics tool, Phytozome v5.0 http://www.phytozome.net/, and found that 12 of these genes co-localize with the sorghum rhizome-related QTLs [1] (Additional file 9). All these genes will provide putative functional candidates for the identified rhizome-related QTLs and are worth of further study.

## Discussion

Annual upland rice grown in many hilly areas of tropical Asia provides essential food for poor sustainable farmers, but continuously growing this type of annual crops has caused severe soil erosion and environmental degradation in these areas [50]. Development of perennial grain crops with underground shoots (rhizomes) has been proposed as a vital alternative to solve the problem and to improve farm profitability in these areas [51]. Doing so requires full understanding of the genetic and molecular mechanisms underlying the growth and development of rhizomes, a key component of perenniality in many grass species. In this study, we used the Affymetrix oligomer microarray chips to profile the tissue-specific genome expression of *O. longistaminata *to discover and characterize genes and putative pathways responsible specifically for initiation and elongation of rhizomes in rice. As expected, we identified two distinct sets of genes that were differentially expressed in the two rhizome tissues. We realized that the Affymetrix oligomer microarray chips used in this study contain genes from *O. sativa*, but not from *O. longistaminata*. Thus, it is certain that some *O. longistaminata*-specific genes are missing in the chips and thus undetectable in this study. Nevertheless, the small set of rhizome specifically and differentially expressed genes detected in this study are, though incomplete, important in determining rhizome initiation and development in *O. longistaminata*. Detailed examination of the functions of this set of genes provides insights into molecular mechanisms associated with rhizome development and growth in *O. longistaminata.*

### Putative candidate genes for rhizome growth and development in O. longistaminata

RT is the most important tissue for rhizome development because they contain apical meristems consisting of pluripotent cells for rhizome initiation after embryogenesis. Thus, specifically and differentially expressed genes in RT are expected to be associated with early events in the rhizome development of *O. longistaminata *and thus are important candidates worthy of further study. Of particular interest is a group of regulatory genes that were highly enriched in RT. These include three homeobox genes of the *OSH1 *family, which is known to function as plant master regulators in the process of organ morphogenesis [52-54]. The TCP and YABBY genes of plant-specific transcription factor families are also important candidates, as they reportedly function in the development of plant lateral organs such as tiller initiation and elongation [36,55-57], suggesting the presence of overlapping regulatory mechanism(s) controlling plant underground rhizomes and aerial tillers. Additional candidates include *AGL12 *and *OsEXP10*. The former is known to be preferentially expressed in the primary root meristem and plays an important role in root development [58,59]. The latter is induced by GA and involved in cell elongation [60]. Two genes encoding CEN-like proteins 2 and 3 are also important candidates because they play distinct roles in regulating the activities of secondary meristem in the uppermost phytomeres [61].

### Genes with distinct expression patterns and functions differentiating RT and ST

Our results revealed very similar transcriptional programs between RT and ST. This is not surprising since the underground RT and aboveground ST are largely developed from homologous meristems [62]. However, a relatively small set of genes that were differentially expressed between RT and ST are of particular interest because they may have important molecular mechanism(s) for rhizomatousness in rice. For example, several auxin/IAA-related genes were greatly down-regulated in RT but highly enriched in ST. These include *ARF8 *and *Auxin Efflux Carrier 3 *which are known to play important roles in phytohormone signaling and control the activity of lateral meristems [63,64]. In contrast, several genes involved in GA biosynthesis were highly enriched in RT as compared to ST. These include genes encoding gibberellin 2-beta-dioxygenase (*Os01g55240*) and GA regulated protein (*Os06g51320*) [65]. These results suggest that auxin acts as a negative regulator in rhizome development and an activator for shoot growth, while GA acts as the activator in rhizome development. 

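The gibberellin 2-beta-dioxygenase gene *Os01g55240*, of an enzyme class that inactivates gibberellins, was at 588 ± 286 (SD, n = 3) on the ST-labelled and 102 ± 51.8 on the RT-labelled arrays. Its log2 difference of 2.54 (standard error 0.75) did not pass the test between the tips (adjusted p = 0.2, limma), and it was called enriched on the ST-labelled arrays against the other tissues. *GA20ox3*, of an enzyme class that makes precursors of active gibberellins, was at 127 ± 52.0 and 105 ± 21.2 on the ST-labelled and RT-labelled arrays (log2 difference 0.22, standard error 0.39, adjusted p = 0.92) and at 714 ± 220.2 in RI. Its signals on the SI arrays were 627, 579 and 470, and it was not called different between RI and SI.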

The suppression of genes encoding chlorophyll-binding and light-harvesting proteins for photosynthesis in RT was expected and consistent with the fact that the underground rhizomes do not have any functions in photosynthesis.

An interesting observation of this study was the significantly enhanced expression of genes in the gene families with "redundant" function(s) in RT. These include 2 CEN-like genes and 2 *Meiosis 5 *genes involved in apical meristem development [66], 5 genes encoding proline-rich proteins that are major components of plant cell walls [67,68], and seven lipid transfer proteins (LTPs) genes involved in cuticle synthesis and cell wall expansion [69]. All these results suggest that rhizome development tends to result from different members of large gene families with related but differentiated functions, consistent with a previous report that gene family members were frequently expressed with stage- or tissue-specific patterns [70].

### Important cis-regulatory elements in genes for rhizome development

In this study, several *cis*-elements were found overrepresented in one or more tissue-enriched gene sets. A core of sulfur-responsive element (SURE) containing an auxin response factor binding sequence [46] is enriched in RT-specifically expressed genes, suggesting that auxin may mediate gene regulation during rhizome development. Three *cis*-elements with motifs of CGACG, GCCGCC or AACGG were enriched in the 5' upstream regions of RI-enriched genes. These elements are involved in the cell cycle, jasminic acid (JA) responsiveness and sugar signaling [44,45,47], suggesting their possible functions in cell elongation, phytohormone regulation and metabolite regulation in the rhizome internodes. Two additional motifs, CATGCA and TAAAG, were in abundance in up- and down-regulated genes in RI and RT. The former was identified as an RY repeat in the RY/G-Box complex functioning in the abscisic acid (ABA) signaling pathway [48]. The latter was suggested as having a role for the Dof transcription factor in regulating guard cell-specific gene expression in ABA responsiveness [49,71]. All these results indicate that phytohormones such as auxin, JA and ABA play important roles in rhizome initiation and elongation, but details on how these phytohormones regulate rhizome initiation and elongation remains to be elucidated.

### QTL candidate genes associated with rhizome abundance and length

By aligning the functional candidate genes identified in the microarray analysis on the QTL regions associated with rhizome-related traits identified previously, we were able to identify a small number of QTL candidate genes for rhizomatousness in *O. longistaminata*. The most important one is a NAM transcription factor gene (*Oso4g38720*) in the *Rhz3 *interval, which was highly repressed in RT relative to ST. This kind of transcription factor gene is known to play crucial regulatory roles in rice growth and development. Importantly, the NAM proteins are involved in the formation of shoot apical meristem and lateral shoots [72]. Repressed expression of this gene in RT might reveal its negative regulation role in rhizome development. The *MAP3K *gene associated with *QRn2 *has been related to mediating the signal transduction of hormone and light, and required for regulating cell polarity and motility [73]. Enhanced activity of *MAP3K *in RT may be important to rhizome initiation as well as to the cell multiplication of rhizome apical meristem. The *Expansin S1 *on the *QRn3 *region is involved in enhancing growth by mediating cell wall loosening [74], so high abundance of Expansin S1 protein in RT should be responsible for rhizome elongation. LTPs are thought to function in lipid transfer between membranes as well as having other roles in plant development. *LTP1*, identified as a gene encoding calmodulin-binding protein [75], was mapped on the *QRn5 *locus. Enrichment of *LTP1 *transcripts in RT reveals its signal transduction role in rhizome development. These genes may be candidates for further function identification.

Comparative analysis indicated that 12 rhizome-specific expressed genes on the rhizome-related QTL intervals of *O. longistaminata *were aligned with similar genes in the sorghum genome, suggesting that functional conserved candidate genes across taxa could account for rhizome growth and development. With the accomplishment of sorghum genome sequencing [76], further comparative genomics study is necessary for dissecting the molecular role of these rhizome-related QTL-associated candidate genes.

## Conclusion

A whole rice genome oligonucleotide microarray was used to profile gene expression across five tissues of the perennial wild rice *O. longistaminata*. Results showed that a very complex gene regulatory network underlies rhizome development and growth, and there might be an overlapping regulatory mechanism in the establishment of rhizomes and tillers. Phytohormones such as IAA and GA are involved in the signaling pathway in determining rhizomes. Several *cis*-elements enriched in rhizome and the identified rhizome-specific genes co-localized on the rhizome-related QTL intervals provide a base for further dissection of the molecular regulatory mechanism of the rhizomatous trait in rice.

## Methods

### Plant materials and RNA sampling

The material used in this study was an unnamed wild rice accession of *O. longistaminata *originally collected from Niger [10]. It has long and strong rhizomes and has been maintained as a single plant in the greenhouse of the Food Crops Research Institute, Yunnan Academy of Agricultural Sciences, China, since it was provided by Dr. Hyakutake, the Institute of Physical and Chemical Research, Japan in 1999.

At the active tillering stage, five tissues of the *O. longistaminata *plant, including the rhizome tips (distal 1 cm of the young rhizomes), rhizome internodes, shoot tips (distal 5 mm of the tiller after removing all leaves), shoot internodes and young leaves were collected for total RNA extraction. Three independent biological replicates for each type of tissues were sampled, and all collected samples were snap-frozen in liquid nitrogen and kept in a -70°C freezer. Total RNA was extracted using TRIzol reagents according to the manufacturer's instructions, and then purified and concentrated using RNeasy MinElute Cleanup kit (Qiagen).

### Microarray hybridization and data analyses

All microarray experiments were performed using the Affymetrix GeneChip Rice Genome Array (Santa Clara, CA). The array contains 51,279 probe sets representing 48,564 *japonica *and 1,260 *indica *transcripts. Preparation of cDNA, cRNA, hybridization to the array and quality control checks were carried out by a specialized biotech company, CapitalBio Corporation, Beijing, China. Briefly, the biotin-labeled fragmented cRNA was hybridized to the array for 16 hours using GeneChip Hybridization Oven 640 (Affymetrix) according to the manufacturer's protocol, and then GeneChips were washed using Fluidics Station 450 and scanned using Gene Chip Scanner 3000. The Affymetrix GCOS software (version 1.4) was used to determine the total number of informative probe sets. The scanned images were firstly examined by visual inspection, and then processed to generate raw data saved as CEL files using the default setting of GCOS1.4. The normalization of all arrays was performed in a global scaling procedure by the dChip software. In the comparison analyses, a two class unpaired method in the Significant Analysis of Microarray software (SAM) was applied to identifying significantly differentially expressed genes between tissues. The whole set of original microarray data has been deposited in NCBI's Gene Expression Omnibus and can be freely accessed through GEO Series number GSE24228.

Tissue-enriched genes were identified by the following procedures: The microarray data were subjected to preliminary screening with a selection threshold of false discovery rate (FDR) less than 5% using a multiclass method in the SAM software. The resultant data then were further screened when the expression value of a tissue showed more than 1.5-fold change compared with other tissues using a significance level at 0.05 (*P *< 0.05) in Wilcoxon Rank-Sum tests. Differentially expressed genes between RT and ST were determined using the two-class unpaired method in the SAM software with more than two-fold change and a *q *value less than 0.05.

### Functional classification and prediction of cis-acting regulatory elements for the tissue-specific genes

The putative function of each tissue-specific gene corresponding to the probe set on the chip was predicted by the Affymetrix annotation combined with the TIGR definition and NCBI database. The 1 kb sequences upstream of the differentially expressed genes were downloaded from the TIGR rice genome database and used for predicting the *cis*-acting regulatory elements. The *cis*-element data was obtained from PLACE http://www.dna.go.jp/PLACE. The regulatory software developed by CapitalBio Corporation (Beijing) was used to perform the analysis of the enriched *cis*-regulatory elements for five different tissue-enriched genes sets and differentially regulated genes in RT. The confidence limit for a binomial proportion (*P *= 95%) was used to evaluate differences between identified *cis*-acting regulatory elements of the tissues.

### Physical mapping and alignment of the rhizome-specific expressed genes with genetically mapped rhizome-related QTLs

Physical mapping of the rhizome-specific expressed genes was performed by aligning each of the rhizome-related QTLs previously identified in the RD23-*O. Longistaminata *F_2 _population with the physical locations of the rhizome-specific expressed genes obtained from TIGR *japonica *rice assembly based on the chromosomal locations of the SSR markers flanking the rhizome-related QTLs [11].

### Semi-quantitative RT-PCR for confirmation of tissue-specific gene expression

A set of tissue-specific expressed genes identified from the microarray analysis were selected for confirmation using semi-quantitative RT-PCR. The gene sequences of the selected genes were obtained from NCBI database and the exon sequences from each gene were used for designing the primers with Primer 3 software http://frodo.wi.mit.edu/. The resulting primers sequences are listed in Additional file 10. RT-PCR was performed using the same RNA samples used for the microarray experiments. Again, three biological replicates for each sample were used. The first-strand cDNA was obtained from 1 μg of total RNA in a 50 μl reaction mixture, and 1 μl of synthesized cDNA was used as template for the PCR reaction (94°C for 2 min; then 26 cycles of 30 s at 94°C, 30 s at 52°C, 30 s at 72°C; followed at 72°C for 2 min). The reaction products were sized on 1.5% agarose gels stained with ethidium bromide.

## Authors' contributions

BF designed the experiments and drafted the manuscript. FH, DW, XZ, QL and LL performed the sample collection and microarray experiment. DW, HS, FZ and FH performed the data analyses of microarray data. TZ, LZ and DT did the RT-PCR analysis. ZL revised the final version of the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Commonly and uniquely expressed genes in the five tissues of *O. longistaminata *detected by the Affymetrix oligomer chips**. Word file for the list of genes commonly and uniquely expressed in different tissues of *O. longistaminata* Click here for file

Additional file 2 **A complete list of 2567 differentially expressed genes in five tissues of *O. logistaminata***. Word file for the list of genes differentially expressed in five tissues of *Oryza longistaminata* Click here for file

Additional file 3 **The list of 61 genes specifically enriched in the rhizome internodes (RI) of *O. longistaminata *and their annotated functions detected by the Affymetrix GeneChip Rice Genome Array**. Word file for the list of genes enriched in the rhizome internode of *Oryza longistaminata *and their function annotation. Click here for file

Additional file 4 **The list of 299 genes specifically-enriched in the shoot tips (ST) of *O. longistaminata *and their annotated functions (TIGR) detected the Affymetrix GeneChip Rice Genome Array**. Word file for the list of genes enriched in the shoot tip of *Oryza longistaminata *and their function annotation. Click here for file

Additional file 5 **The list of 29 genes specifically enriched in the shoot internodes (SI) of *O. longistaminata *and their annotated functions detected by the Affymetrix GeneChip Rice Genome Array**. Word file for the list of genes enriched in the shoot internode of *Oryza longistaminata *and their function annotation. Click here for file

Additional file 6 **The list of 1974 genes specifically enriched in the young leaves (YL) of *O. longistaminata *and their annotated functions detected by the Affymetrix GeneChip Rice Genome Array**. Word file for the list of genes enriched in the young leaf of *Oryza longistaminata *and their function annotation. Click here for file

Additional file 7 **The RT-PCR profiles of 21 selected tissue-specifically expressed genes**. PPT file type, the RT-PCR profiles of the organ specific expressed genes Click here for file

Additional file 8 **The list of 424 genes up- and down-regulated in the rhizome tips (RT) relative to shoot tips (ST) of *O. longistaminata *and their annotated functions detected by the Affymetrix GeneChip Rice Genome Array**. Word file for the list of up- and down-regulated genes in rhizome tip compared with shoot tip in *Oryza longistaminata* Click here for file

Additional file 9 **Rhizome-specific genes located in the genomic regions of QTLs for rhizome-related traits identified in both rice and sorghum**. Word file for the list of rhizome-specific expressed genes associated with the previously mapped QTLs related to rhizome abundance and length. Click here for file

Additional file 10 **Primer list for the RT-PCR analysis used for identification of gene expression pattern detected by microarray analysis**. Word file for the list of PCR primers used for identification of gene expression pattern by semi-quantitative reverse transcription. Click here for file

# Supplementary material for: Identification of rhizome-specific genes by genome-wide differential expression Analysis in Oryza longistaminata
**Source:** BMC Plant Biol. 2011 Jan 24;11:18. doi: 10.1186/1471-2229-11-18
**Supplement:** Additional file 1 — Commonly and uniquely expressed genes in the five tissues of O. longistaminata detected by the Affymetrix oligomer chips. Word file for the list of genes commonly and uniquely expressed in different tissues of O. longistaminata

**Additional file 1.** Commonly and uniquely expressed genes in the five tissues of *O. longistaminata* detected by the Affymetrix oligomer chips

| **Tissue** | **N1**a | **N2**a | **vs RI** | **vs ST** | **vs SI** | **vs YL** |
| --- | --- | --- | --- | --- | --- | --- |
| Rhizome tips (RT) | 16,981 | 58 | 5,461c | 447 | 5,405 | 9,149 |
| Rhizome internodes (RI) | 15,662 | 61 | - | 6,436 | 313 | 3,461 |
| Shoot tips (ST) | 16,026 | 299 | - | - | 5,636 | 8,988 |
| Shoot internodes (SI) | 15,732 | 29 | - | - | - | 3,168 |
| Young leaves (YL) | 15,294 | 1974 | - | - | - | - |
| Total | 21,372b | 2566 | - | - | - | - |

a N1 and N2 are the numbers of the total expressed genes and tissue-specifically expressed genes, respectively.

b Total number of expressed genes in at least one tissue.

c Total number of differentially expressed genes between two tissues.

# Supplementary material for: Identification of rhizome-specific genes by genome-wide differential expression Analysis in Oryza longistaminata
**Source:** BMC Plant Biol. 2011 Jan 24;11:18. doi: 10.1186/1471-2229-11-18
**Supplement:** Additional file 2 — A complete list of 2567 differentially expressed genes in five tissues of O. logistaminata. Word file for the list of genes differentially expressed in five tissues of Oryza longistaminata

**Additional file 2.** A complete list of 2567 differentially expressed genes in five tissues of *O. logistaminata*

Note:

a. Ratio1/2 = signal1(avg)/signal2(avg) from Wilcoxon Rank-Sum tests

b. Ratio2/3 = signal2(avg)/signal3(avg) from Wilcoxon Rank-Sum tests

c. The probability associated with the *t*-tests.

# Supplementary material for: Identification of rhizome-specific genes by genome-wide differential expression Analysis in Oryza longistaminata
**Source:** BMC Plant Biol. 2011 Jan 24;11:18. doi: 10.1186/1471-2229-11-18
**Supplement:** Additional file 3 — The list of 61 genes specifically enriched in the rhizome internodes (RI) of O. longistaminata and their annotated functions detected by the Affymetrix GeneChip Rice Genome Array. Word file for the list of genes enriched in the rhizome internode of Oryza longistaminata and their function annotation.

**Additional file 3**. The list of 61 genes specifically enriched in the rhizome internodes (RI) of *O. longistaminata* and their annotated functions detected by the Affymetrix GeneChip Rice Genome Array

* Ratio indicates signal1(avg)/signal2(avg) from Wilcoxon Rank-Sum tests

*P* isthe probability associated with the *t*-tests.

# Supplementary material for: Identification of rhizome-specific genes by genome-wide differential expression Analysis in Oryza longistaminata
**Source:** BMC Plant Biol. 2011 Jan 24;11:18. doi: 10.1186/1471-2229-11-18
**Supplement:** Additional file 4 — The list of 299 genes specifically-enriched in the shoot tips (ST) of O. longistaminata and their annotated functions (TIGR) detected the Affymetrix GeneChip Rice Genome Array. Word file for the list of genes enriched in the shoot tip of Oryza longistaminata and their function annotation.

**Additional file 4**. The list of 299 genes specifically-enriched in the shoot tips (ST) of *O. longistaminata* and their annotated functions (TIGR) detected by the Affymetrix GeneChip Rice Genome Array

# Supplementary material for: Identification of rhizome-specific genes by genome-wide differential expression Analysis in Oryza longistaminata
**Source:** BMC Plant Biol. 2011 Jan 24;11:18. doi: 10.1186/1471-2229-11-18
**Supplement:** Additional file 5 — The list of 29 genes specifically enriched in the shoot internodes (SI) of O. longistaminata and their annotated functions detected by the Affymetrix GeneChip Rice Genome Array. Word file for the list of genes enriched in the shoot internode of Oryza longistaminata and their function annotation.

**Additional file 5**. The list of 29 genes specifically enriched in the shoot internodes (SI) of *O. longistaminata* and their annotated functions detected by the Affymetrix GeneChip Rice Genome Array

| **Name** | **Ratio_1/2** | ***p* value** | **OsGI** | **Function Annotation** |
| --- | --- | --- | --- | --- |
| Os.116.1.S1_at | 1.75 | 0.0158 | LOC_Os01g15610 | hypothetical protein |
| Os.1182.1.S1_x_at | 2.19 | 0.0422 | Os01g0121700 | ABC transporter related domain containing protein. |
| Os.12363.1.S1_at | 3.28 | 0.0233 | LOC_Os04g58200 | Protochlorophyllide reductase A, |
| Os.12420.1.S1_at | 1.84 | 0.0234 | LOC_Os08g27720 | Pirin, putative, expressed |
| Os.12703.1.S1_at | 1.90 | 0.0063 | LOC_Os03g10090 | mannitol transporter, putative, expressed |
| Os.12724.1.S1_a_at | 1.60 | 0.0152 | LOC_Os08g36320 | Glutamate decarboxylase, putative, expressed |
| Os.15545.1.S1_at | 1.90 | 0.0059 | LOC_Os05g43300 | H1flk, putative, expressed |
| Os.20681.1.S1_x_at | 1.95 | 0.0371 | LOC_Os01g61500 | BCL-2 binding anthanogene-1, putative, expressed |
| Os.22281.1.S1_at | 1.52 | 0.0106 | Os03g0186600 | Transcription factor, MADS-box domain containing protein. |
| Os.32192.1.S1_at | 1.77 | 0.0245 | LOC_Os01g67090 | IQ calmodulin-binding motif family protein |
| Os.45486.1.S1_x_at | 2.32 | 0.0212 | Os01g0121700 | ABC transporter related domain containing protein. |
| Os.46776.1.S1_s_at | 2.09 | 0.0006 | LOC_Os09g26960 | Cytochrome P450 family protein, expressed |
| Os.47852.1.S1_at | 2.16 | 0.0380 | LOC_Os05g40220 | retrotransposon protein, putative, unclassified, |
| Os.47971.1.A1_at | 2.71 | 0.0128 | LOC_Os05g49350 | expressed protein |
| Os.51846.1.S1_x_at | 1.52 | 0.0100 | Os06g0677400 | 3-hydroxyisobutyrate dehydrogenase |
| Os.52847.1.S1_at | 1.75 | 0.0308 | LOC_Os09g11170 | IBR domain containing protein, expressed |
| Os.53086.1.S1_at | 1.77 | 0.0385 | LOC_Os03g59570 | cytokinin synthase, putative, expressed |
| Os.53348.2.S1_at | 2.99 | 0.0054 | Os11g0270500 | Disease resistance protein family protein. |
| Os.5347.1.S1_x_at | 1.56 | 0.0405 | LOC_Os01g52010 | Allinase, C-terminal domain containing protein, |
| Os.54942.1.S1_at | 2.50 | 0.0418 | Os09g0482000 | UBX domain containing protein. |
| Os.54960.1.S1_at | 2.02 | 0.0423 | LOC_Os05g25540 | Protein kinase domain containing protein, |
| Os.56014.1.S1_at | 1.51 | 0.0438 | LOC_Os01g40190 | transposon protein, putative, CACTA, En/Spm sub- |
| Os.5660.1.S1_at | 1.59 | 0.0350 | LOC_Os05g04170 | AMP-binding enzyme family protein, expressed |
| Os.57130.1.S1_at | 2.20 | 0.0228 | Os06g0681300 | PAK-box/P21-Rho-binding domain containing protein. |
| Os.9563.1.S1_at | 2.67 | 0.0382 | LOC_Os08g32160 | oxidoreductase, 2OG-Fe oxygenase family protein, |
| OsAffx.12732.1.S1_s_at | 1.72 | 0.0419 | LOC_Os03g04660 | Cytochrome P450 family protein, expressed |
| OsAffx.12962.1.S1_at | 1.71 | 0.0144 | LOC_Os03g21000 | Thioredoxin-like 1, putative, expressed |
| OsAffx.16462.1.S1_at | 1.68 | 0.0031 | LOC_Os07g28890 | hypothetical protein |
| OsAffx.7922.1.S1_at | 1.52 | 0.0498 | LOC_Os10g40230 | hypothetical protein |

Ratio 1/2 indicates signal1(avg)/signal2(avg) from Wilcoxon Rank-Sum tests

# Supplementary material for: Identification of rhizome-specific genes by genome-wide differential expression Analysis in Oryza longistaminata
**Source:** BMC Plant Biol. 2011 Jan 24;11:18. doi: 10.1186/1471-2229-11-18
**Supplement:** Additional file 6 — The list of 1974 genes specifically enriched in the young leaves (YL) of O. longistaminata and their annotated functions detected by the Affymetrix GeneChip Rice Genome Array. Word file for the list of genes enriched in the young leaf of Oryza longistaminata and their function annotation.

**Additional file 6**. The list of 1974 genes specifically enriched in the young leaves (YL) of *O. longistaminata* and their annotated functions detected by the Affymetrix GeneChip Rice Genome Array

Ratio 1/2 indicates signal1(avg)/signal2(avg) from Wilcoxon Rank-Sum tests

*P* isthe probability associated with the *t*-tests.

# Supplementary material for: Identification of rhizome-specific genes by genome-wide differential expression Analysis in Oryza longistaminata
**Source:** BMC Plant Biol. 2011 Jan 24;11:18. doi: 10.1186/1471-2229-11-18
**Supplement:** Additional file 7 — The RT-PCR profiles of 21 selected tissue-specifically expressed genes. PPT file type, the RT-PCR profiles of the organ specific expressed genes

## Slide 1

ST SI YL RT RI
OsGI
LOC_Os10g40610 Flavin-binding monooxygenase-like protein
LOC_Os01g58290 Subtilisin N-terminal Region family protein
LOC_Os07g41580 CCAAT-binding transcription factor subunit A,
LOC_Os09g25420 Zinc finger, C2H2 type family protein
LOC_Os01g60770 expansin precursor
LOC_Os07g07540 SHOOT1 protein
LOC_Os08g45190 PGR5,
LOC_Os03g29680 EARLY flowering 4 protein
LOC_Os06g05060 early flowering 3, putative, expressed
LOC_Os05g45910 conserved hypothetical protein
LOC_Os11g10590 hypothetical protein
LOC_Os04g17660 Rhodanese-like domain containing protein
LOC_Os03g21820 Alpha-expansin 10 precursor, expressed
LOC_Os03g51690 Homeobox protein OSH1, expressed
LOC_Os04g33570 CEN-like protein 2, expressed
LOC_Os11g05470 CEN-like protein 3, expressed
LOC_Os08g02070 Agamous-like MADS box protein AGL12
LOC_Os01g18290 helix-loop-helix DNA-binding protein
LOC_Os04g58200 protochlorophyllide reductase A,
LOC_Os01g61500 BCL-2 binding anthanogene-1, expressed
LOC_Os08g36320 Glutamate decarboxylase, putative, expressed
Actin
RI-enriched
*
YL-enriched
RT-enriched
*
*
SI-enriched
Additional file 7. The RT-PCR profiles of 21 selected tissue-specifically expressed genes. RI, YL, RT, ST and SI represent rhizome internodes, young leaves, rhizome tips, shoot tips and shoot internodes. * indicates the genes’ RT-PCR patterns failed to confirm their expression patterns in the microarray data.

# Supplementary material for: Identification of rhizome-specific genes by genome-wide differential expression Analysis in Oryza longistaminata
**Source:** BMC Plant Biol. 2011 Jan 24;11:18. doi: 10.1186/1471-2229-11-18
**Supplement:** Additional file 8 — The list of 424 genes up- and down-regulated in the rhizome tips (RT) relative to shoot tips (ST) of O. longistaminata and their annotated functions detected by the Affymetrix GeneChip Rice Genome Array. Word file for the list of up- and down-regulated genes in rhizome tip compared with shoot tip in Oryza longistaminata

**Additional file 8**. The list of 424 genes up- and down-regulated in the rhizome tips (RT) relative to shoot tips (ST) of *O. longistaminata* and their annotated functions detected by the Affymetrix GeneChip Rice Genome Array.

# Supplementary material for: Identification of rhizome-specific genes by genome-wide differential expression Analysis in Oryza longistaminata
**Source:** BMC Plant Biol. 2011 Jan 24;11:18. doi: 10.1186/1471-2229-11-18
**Supplement:** Additional file 9 — Rhizome-specific genes located in the genomic regions of QTLs for rhizome-related traits identified in both rice and sorghum. Word file for the list of rhizome-specific expressed genes associated with the previously mapped QTLs related to rhizome abundance and length.

**Additional file 9**. Rhizome-specific genes located in the genomic regions of QTLs for rhizome-related traits identified in both rice and sorghum

| **Rice rhizome QTLs a** | **RT/ST b** | **TIGR** | **NCBI Annotation** | **Sorghum transcript**  **Name** | **Corresponding QTL intervals in the sorghum genome c** |
| --- | --- | --- | --- | --- | --- |
| ***QRl1*** | 0.48 | LOC_Os01g46720 | Protein kinase domain containing protein. | Sb03g029870.1 |  |
|  |  |  |  |  |  |
| ***QRbd2*** | 0.34 | LOC_Os02g17620 | Isochorismatase hydrolase family protein. | Sb04g010640.1 | F: pSB193-pSB341* |
|  | 0.32 | LOC_Os02g18450 | GTP-binding protein TypA family protein. | Sb04g011160.1 | F: pSB193-pSB341* |
|  | 0.24 | LOC_Os02g19924 | Conserved hypothetical protein. |  |  |
|  |  |  |  |  |  |
| ***QRn2*** | 2.30 | LOC_Os02g32610 | **MAP3K delta-1 protein kinase** | Sb04g021500.1 | F: pSBO38-pSB512 |
|  |  |  |  |  |  |
| ***Rhz2*** | 0.16 | LOC_Os03g11734 | Multi antimicrobial extrusion protein  MatE family protein. | Sb01g042740.1 | C: pSB300a-pSBO88;C: pSB300a-pSBO88*;C: pSB300-pSBO88 |
|  |  |  |  |  |  |
| ***QRn3*** | RT | LOC_Os03g21820 | Expansin S1. | Sb09g023440.1 |  |
|  | 3.90 | LOC_Os03g22210 | Hypothetical protein. |  |  |
|  | 3.90 | LOC_Os03g22230 | Hypothetical protein. |  |  |
|  | 0.08 | LOC_Os03g22370 | Photosystem II protein PsbX family protein. | Sb02g042680.1 |  |
|  |  |  |  |  |  |
| ***Rhz3*** | RT | LOC_Os04g35520 | Stromal ascorbate peroxidase. | Sb06g017080.1 | D: pSBO95-pSB428;D: pSB188-pSB428 |
|  | 5.24 | LOC_Os04g36670 | Conserved hypothetical protein. |  |  |
|  | 0.43 | LOC_Os04g36800 | 3-oxoacyl-[acyl-carrier-protein] synthase I | Sb10g006430.1 |  |
|  | 0.20 | LOC_Os04g38410 | Chlorophyll a/b-binding protein CP24, photosystem II | Sb06g032690.1 | D: pSBO95-pSB428;D: pSB188-pSB428 |
|  | 0.25 | LOC_Os04g38720 | **No apical meristem (NAM) protein** | Sb06g019010.1 | D: pSBO95-pSB428;D: pSB188-pSB428 |
|  | 2.32 | LOC_Os04g39020 | Betaine-aldehyde dehydrogenase(BADH). | Sb06g019210.1 | D: pSBO95-pSB428;D: pSB188-pSB428 |
|  |  |  |  |  |  |
| ***QRn5*** | 0.46 | LOC_Os05g34980 | Amino acid carrier. | Sb09g020790.1 |  |
|  | 0.33 | LOC_Os05g38530 | Heat shock protein 70. | Sb09g022580.1 |  |
|  | 2.90 | LOC_Os05g40010 | Nonspecific lipid-transfer protein 1 (LTP 1) |  |  |
|  | 2.68 | LOC_Os05g41990 | Peroxidase precursor | Sb09g024580.1 |  |
|  | 3.60 | LOC_Os05g44200 | Lipolytic enzyme, G-D-S-L family protein. | Sb09g025780.1 |  |
|  | RT | LOC_Os05g44210 | SL-TPS/P. | Sb09g025790.1 |  |
|  |  |  |  |  |  |
| ***QRl6*** | 6.40 | LOC_Os06g44250 | Hly-III related proteins family protein. | Sb10g025870.1 | I: pSB106-pSB430a |
|  |  |  |  |  |  |
| ***QRn6*** | RI | LOC_Os06g50230 | Heat shock protein DnaJ family protein. | Sb10g030200.1 | I: pSB106-pSB430a |
|  | 0.30 | LOC_Os06g51290 | Phytoene synthase. |  |  |
|  | 2.24 | LOC_Os06g51320 | Gibberellin-regulated protein 2 precursor. |  |  |
|  |  |  |  |  |  |
| ***QRl7*** | 0.32 | LOC_Os07g37030 | Rieske FeS protein precursor. | Sb09g020820.1 |  |
|  | 0.11 | LOC_Os07g37240 | Chlorophyll a/b-binding protein CP29 precursor. | Sb02g036260.1 |  |
|  | 0.09 | LOC_Os07g37550 | Type III chlorophyll a/b-binding protein (Fragment). | Sb03g036380.1 |  |
|  | 3.59 | LOC_Os07g37850 | Conserved hypothetical protein. |  |  |
|  | 3.63 | LOC_Os07g39320 | Homeodomain leucine zipper protein CPHB-4. | Sb02g037560.1 |  |
|  | 0.46 | LOC_Os07g39980 | Hypothetical protein. | Sb02g038020.1 |  |
|  | RI | LOC_Os07g41580 | Histone-like transcription factor | Sb01g032590.1 | C: pSB300a-pSBO88;C: pSB300a-pSBO88*;C: pSB300-pSBO88 |
|  |  |  |  |  |  |
| ***QRn10*** | RT | LOC_Os10g31930 | Conserved hypothetical protein. |  |  |
|  | 2.36 | LOC_Os10g33370 | Naringenin-chalcone synthase family protein. | Sb01g019520.1 | C: pSB102-pSB158* |

a Rhizome QTLs identified in the F2 population between RD23 (*O. sativa*) and *O. longistaminata* [11].

b The ratio of the expression level in root tips (RT) over that in the shoot tips (ST), RT or RI indicates genes specifically expressed in RT or root internodes (RI).

c Sorghum rhizome QTLs identified in the interspecific F2 population of *S. propinquum* [1,2].

# Supplementary material for: Identification of rhizome-specific genes by genome-wide differential expression Analysis in Oryza longistaminata
**Source:** BMC Plant Biol. 2011 Jan 24;11:18. doi: 10.1186/1471-2229-11-18
**Supplement:** Additional file 10 — Primer list for the RT-PCR analysis used for identification of gene expression pattern detected by microarray analysis. Word file for the list of PCR primers used for identification of gene expression pattern by semi-quantitative reverse transcription.

Additional file 10. Primer list for the RT-PCR analysis used for identification of gene expression pattern detected by microarray analysis

| **Gene Code** | **Primer** | **Sequence 5’-3’** |
| --- | --- | --- |
| LOC_Os10g40610 | RI1F | TCAAATGTTGCCAAGGAAGTG |
|  | RI1R | CGATACCCTGTGCAGTAAAGAAAG |
| LOC_Os01g58290 | RI4F | TACTCTTGTCACTGCCTCAC |
|  | RI4R | CTGCTTGCTCCTCTGTTAG |
| LOC_Os07g41580 | RI5F | ATCGACCCGCTCAAGCTC |
|  | RI5R | CTTTCCCTCCCATCACCA |
| LOC_Os09g25420 | RI6F | CTTGGGTATTTGCTTGGTG |
|  | RI6R | CGAAAGTGGCAGGATTGG |
| LOC_Os01g60770 | RI3F | TAGTGCCCTGCTCCTCCT |
|  | RI3R | GCAGGGCACTACTGCGTGAGGC |
| LOC_Os07g07540 | YL1F | GCAGGGTACGGACAGACCA |
|  | YL1R | CAGCAGCACCATCCCATTT |
| LOC_Os08g45190 | YL4F | AGGGCTCTCCCGACGTGGTCC |
|  | YL4R | GTGCAGCGCGATGGCCTTTCC |
| LOC_Os03g29680 | YL3F | TTCGTGCAGGTGCAGAGCTTGCTG |
|  | YL3R | ATGAGGCCGACGTTGCGGGAGA |
| LOC_Os06g05060 | YL5F | TTTATGGTTCCTTCTGTC |
|  | YL5R | GGATTCTCTCCAATTTCT |
| LOC_Os05g45910 | YL2F | GGCGGCTTCTTCCTCTAC |
|  | YL2R | TCTCGCTGGTTTTCTGGT |
| LOC_Os11g10590 | RT1F | ATGGCGAGCACTAAGATGGCG |
|  | RT1R | CCGTAGCAAACCCCGACAGGA |
| LOC_Os04g17660 | RT6F | TAGCATCTGCCGATCTCAT |
|  | RT6R | GGTTTATTCACCGCAAGG |
| LOC_Os03g21820 | RT7F | GCGTCAGGTTCACCGTCAAC |
|  | RT7R | CGCCTTGCCGTCGAGGTA |
| LOC_Os03g51690 | RT9F | GAGGAGGACCAAGAAGGTAGCGG |
|  | RT9R | CACCAGTTGAGGAGCTGTTGACGAG |
| LOC_Os04g33570 | RT2F | CTTTGGGAGGGAGGTGGTGAG |
|  | RT2R | GCTTGAACAGCACGAGGACGA |
| LOC_Os11g05470 | RT5F | GGGTGACCTGCGATCTTTCTTC |
|  | RT5R | TTACAGTTTGCCTGCGCTTCTG |
| LOC_Os08g02070 | RT8F | ATCATCTTCTCCGCCCACG |
|  | RT8R | GAGCACCATTGCCTCCTG |
| LOC_Os01g18290 | RT12F | AAGGAGGAGAAGGGACAGGAT |
|  | RT12R | TGCCGAGATGAGGGAAATG |
| LOC_Os04g58200 | SI1F | ACACCGTCATGCACCTGGACC |
|  | SI1R | GGTAGTCGGATTTCTTGAGGTCGT |
| LOC_Os01g61500 | SI3F | GGCTTGTGAGGCTGTTGG |
|  | SI3R | TCCTTTGTGCCCTTGCTT |
| LOC_Os08g36320 | SI5F | AGGTGTTGGTTGGGTCATT |
|  | SI5R | GCCTTCCCTTAGTATTGCTGT |
| *Actin* | Actin7F | TTATGGTTGGGATGGGACA |
|  | Actin7R | AGCACGGCTTGAATAGCG |

How the deposited data were processed for this re-analysis (not part of the article)

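RNA of 5 tissues of *O. longistaminata* was measured, RT (distal 1 cm), RI, ST (distal 5 mm, leaves removed), SI and YL, each with 3 biological replicates on 15 arrays in all, from 5 µg of total RNA per sample. The sample records describe the replicates as coming from individual plants, and the paper describes the material as kept as a single plant. According to the authors' methods, the signal intensities were made from scanned 1-colour arrays with GCOS 1.4 at default settings and were then scaled together over all arrays in dChip. The deposited intensities are on a linear scale, with a median per array from 21.9 to 23.6 and no detection calls. The number of arrays limits the precision. Between 17943 and 18834 rice probe sets per array exceeded the cutoff below.

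Of 57381 probe sets, 187 controls were removed and 57194 rice probe sets kept. The cutoff was the 95th percentile of the 64 reporter control probe sets over all arrays, 49.6. Probe sets above it on all 3 arrays of at least 1 tissue were tested, 21303 in number, and 35891 were not tested. Probe sets carried 1 gene symbol in 22436 cases, several in 95 and none in 34850. Locus names and annotations of 2663 probe sets were taken from the paper's own tables, since no genome came with the data. Promoter elements were left out for that reason, and the RT-PCR values and QTL scores have no deposited files.

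Values under 1 were set to 1 and log2 was taken. Tissue means were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 over all 15 arrays, and p-values were adjusted by Benjamini-Hochberg for each comparison. A difference was called at an adjusted p under 0.05 and over 2-fold. A probe set was called enriched in a tissue with an adjusted p under 0.05 in the F test and a mean over 1.5-fold above each other tissue, with an unadjusted p under 0.05 against each. The difference of the rhizome against shoot difference between tips and internodes was tested as a contrast of the same fit. Lists with at least 3 tested probe sets were tested with camera at a preset correlation of 0.01 and with an estimated correlation. The lists were photosynthesis, KNOX homeobox, auxin response factors, PIN auxin efflux carriers, Aux/IAA, gibberellin biosynthesis, inactivation and signalling, tillering and strigolactone, cell cycle and DNA replication, YABBY, starch metabolism, secondary wall and lignin, primary wall cellulose synthases, expansins, root markers, CEN-like, flowering and MADS, low oxygen response, jasmonate, cytokinin, and the paper's lipid transfer and proline-rich proteins. Principal components and Pearson correlations used the probe sets expressed in all 5 tissues, and arrays were clustered by average linkage on 1 minus r. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

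The genes named in the text were drawn by a rule from larger sets, and not all members of these sets are named. The sets were the genes that the paper's results or Table 1 name or that its RT-PCR tested, and up to 4 members of each list. The 10 largest called changes in each direction between the tips and the 5 between the internodes were also included. So were the 5 largest folds of each enriched set. The paper's values had been seen when this rule was written. Genes of the QTL table and transcription factors found by annotation were added after the data had been examined.

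Alternatives set before the data were examined were quantile normalization, median centring, other cutoffs (a signal of 29.9 or 62.4, the 90th and 99th percentiles), 2 of 3 arrays above the cutoff, no filter, values under the cutoff set to it, a replicate block, only the 6 arrays of a comparison, no fold minimum, a SAM-type permutation test written for this purpose, t-tests, stricter thresholds for enrichment, other scales for principal components, and each replicate left out in turn. Replicate numbers were not taken to pair the tissues: of 30 pairs of arrays of the same number, 6 had correlations of residuals over 0.1 and 7 under −0.1, with 0.621, 0.441 and 0.082 for replicates 1, 2 and 3 of RI and SI. Every split of 3 arrays against 3 (10 splits) or 100 drawn regroupings were fitted in the same way. The calls were tested on simulated data with 200 changed probe sets: between the tips 13.4% of 2-fold, 56.7% of 4-fold and 87.9% of 8-fold changes were recovered, with 6 false calls. The simulated arrays were independent and had the same spread in every tissue, unlike the real ones.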

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

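The tests of exchanged tip labels, of the sample identity of SI replicate 1 and of RNA degradation in RT-labelled replicate 2 were chosen after the results had been seen.

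Photosynthesis genes differed between rhizome and shoot in opposite directions in tips and internodes when the labels are taken as they stand, with a median log2 difference of 2.87 for the RT-labelled minus the ST-labelled arrays and of −3.26 for RI minus SI. Over all probe sets, this difference of differences was called for 638 probe sets by limma, 507 higher and 131 lower (3183 at an unadjusted p under 0.05), with 417 called without ST-labelled replicate 1 and 974 without SI replicate 1. It was called for the photosynthesis list (camera adjusted p = 2.095e-98, and adjusted p = 3.6e-05 with an estimated correlation). It was also called for the flowering and MADS list (adjusted p = 1.078e-04, and 0.0067 with an estimated correlation) and for the lipid transfer proteins (adjusted p = 1.237e-06, and 0.014 with an estimated correlation). For the proline-rich proteins the adjusted p was 0.0335, and 0.42 with an estimated correlation. The paper chose the last 2 lists for differing between the tips on these arrays, which largely fixes their results, and most members of the others were selected on these arrays as well. Regrouping the arrays within tips and within internodes gave as many called probe sets in 5 of 100 cases, with a highest other value of 1920, so chance is not excluded for this count.

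A candidate explanation is that the deposited labels of the tips are exchanged, and another is a difference between the tissues, in which the labels hold and rhizome tips carry more photosynthesis transcripts than shoot tips stripped of leaves. Across the 21303 probe sets, the log2 differences RT-labelled minus ST-labelled and RI minus SI had a correlation of −0.418 (−0.279 by rank). A correlation of that size was reached by 2 of 100 regroupings, the real one included, with a highest other size of 0.425. That share is under 0.05, but the regroupings share arrays and the correlation was −0.221 without SI replicate 1. A structure of the samples other than tissue is therefore not excluded. With the labels exchanged, 22 probe sets were called in the test above (19 higher and 3 lower, 1187 at an unadjusted p under 0.05), and camera called photosynthesis, lipid transfer and proline-rich proteins at the preset correlation (adjusted p = 2.0e-11, 1.265e-05 and 0.0155) and none of them with an estimated correlation (adjusted p = 0.057, 0.057 and 0.34). The tables of the paper fit only the exchanged labels. The paper reports that RT-PCR on the same RNA samples matched its arrays for most of the genes tested. Only the RT-enriched ones of these genes were listed for a tip. Where these matched, they go with the paper's naming of the tips, but an exchange before the RNA was shared would affect both methods. The correlation and the median of 2.87 restate the opposite differences that prompted both explanations and would be seen under either, so the 2 cannot be told apart by these values.

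SI replicate 1 lay near YL and grouped with RI replicates 1 and 3, and the split of RI replicates 1 and 3 with SI replicate 1 against the other internode arrays called 2491 probe sets (1063 higher and 1428 lower), which points to a structure of the samples other than tissue. Leaf tissue in the sample would have diluted other transcripts by a log2 ratio of −0.22 at the estimated leaf share of 14.1% (quartiles 2.76% and 28.4%, from 748 leaf probe sets). On the other internode arrays the estimated share lay between −1.02% and 0.87%. In SI replicate 1, 642 probe sets bright in the other SI replicates and dark in YL were at a median of −3.32. Leaf tissue alone does not account for that level, but leaf tissue in addition to the split above is not excluded. The ratio of 3' to 5' control probe sets, 1.37 on the log2 scale, was within the range of the other arrays and argues against degradation. An exchange with RI replicate 2 is argued against by the photosynthesis level, 3.65 above the highest RI array, and a mislabelled leaf sample by a highest correlation of 0.842 with YL, where YL arrays reach 0.933 to 0.946 among themselves. The residuals of RI replicate 1 and SI replicate 1 correlated at 0.621, the highest of the 30 pairs, and a shared batch or plant was not tested because no records name one.

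RT-labelled replicate 2 separated from the other tip arrays, and its mean log2 ratio of 3' to 5' probe sets, over 6 pairs of rice control probe sets, was 3.48 against 0.96 to 1.77 on the other 14 arrays. Degradation of its RNA is a candidate explanation, and no biological explanation was tested.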

How the results depend on the processing

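The SAM-type test on linear values and the removal of both internode replicate 1 arrays were chosen after the data had been examined, as were principal components with arrays as variables, the exchange of the tip labels and, for the comparisons of 2 tissues, the removal of arrays of other tissues. The cause of a change was not tested unless stated.

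No call for a named gene or gene list reversed its direction under the alternatives run. Each was followed either between the tips or between RI and SI. Tissue comparisons were followed as counts only, so a reversal of probe sets within them could not be seen. Of the counts and shares, 607 values stayed within their limits and 81 moved. Of the values of single genes and gene lists, 2378 were counted as unchanged, 112 passed the threshold only under the alternative and 160 no longer passed it. The unchanged values include ratios of mean linear signals, which have no p and were checked for direction only. They also include sign changes of single genes that passed under neither setting.

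Probe sets lower on the RT-labelled than on the ST-labelled arrays numbered 41. The count was 72 with values under the cutoff set to it, 72 with only the 6 tip arrays, 271 with the SAM-type test, 104 with that test on linear values and 110 without both internode replicate 1 arrays. Those higher on the RT-labelled arrays numbered 143, with 382 by the SAM-type test and 225 without both internode replicate 1 arrays. Of the 184 called, all 184 were also among the 335 called without those arrays, while between RI and SI 275 of the 405 called were among the 518 called without them. Between RI and SI, higher calls changed from 72 to 19 with only the 6 arrays and 31 with the SAM-type test on linear values, and lower calls from 333 to 105 and 119.

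Enriched counts changed more. On the RT-labelled arrays they were 23 with an adjusted p against each tissue, 12 with t-tests after adjustment and 88 over 2-fold. In RI they were 369 without a filter, 43 with an adjusted p, 101 with t-tests and 2 with t-tests after adjustment. On the ST-labelled arrays they were 156 without a filter, 122 with values set to the cutoff, 15 with an adjusted p and 0 with t-tests after adjustment. In SI they were 153, 15 and 46 without a filter, with an adjusted p and with t-tests, 0 with t-tests after adjustment and 376 without both internode replicate 1 arrays. In YL they were 1217 with t-tests after adjustment.

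PC1 explained 34.9% with unit variance, 51.1% on linear values, 77.8% with arrays as variables and 49.7% without both internode replicate 1 arrays. PC2 explained 22.8% over all rice probe sets, 10.3% with arrays as variables and 26.7% without those arrays. The PC3 share was 11.5% with unit variance, 7.64% over all rice probe sets, 5.51% with arrays as variables and 5.36% without those arrays. Camera with an estimated correlation called 1 list between RI and SI. With the tip labels exchanged, 22 probe sets were called in the test between tips and internodes, and the correlation of the 2 rhizome against shoot contrasts was −0.308 without both internode replicate 1 arrays.

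Leaving out each array in turn, calls higher on the RT-labelled than on the ST-labelled arrays ranged from 79 (without shoot tip replicate 1) to 204 (without SI replicate 1) and lower calls from 19 (without rhizome tip replicate 1) to 81 (without SI replicate 1). Between RI and SI, higher calls ranged from 35 to 165 and lower calls from 208 to 607 (without RI replicate 3 and without SI replicate 1). RI-enriched probe sets ranged from 132 (without RI replicate 3) to 466 (without RI replicate 2), and SI-enriched ones from 55 (without SI replicate 2) to 456 (without SI replicate 1). The test between tips and internodes ranged from 417 (without shoot tip replicate 1) to 974 (without SI replicate 1), and the correlation from −0.474 (without SI replicate 2) to −0.221 (without SI replicate 1). Lists called between RI and SI ranged from 1 (without RI replicate 2) to 6 (without RI replicate 1). PC1 ranged from 42.0% to 48.9%, PC2 from 22.8% to 27.5% and PC3 from 6.42% to 10.2%.

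Signal over background limits which probe sets were tested, and 35891 were not. On simulated data, the test between tips and internodes recovered 57.6% of 8-fold changes and the SAM-type test 47.0% of those between the tips. The simulated arrays were independent and had the same spread in every tissue, which the real arrays did not. Between the real tips, the SAM-type test called 653 probe sets against 184 by limma. The simulated shares therefore do not rank the 2 tests for these data. Promoter alternatives were not run, since no genome was at hand.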

Differences from the paper's values

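The values of RT against ST below are on exchanged labels, the ST-labelled arrays being taken as the paper's RT. The paper used SAM at a false discovery rate under 5% with rank-sum or t-tests for enrichment, where limma was used here, so the tests differ.

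For RI-enriched probe sets the paper gives 61 and the count here was 214. Of 25 alternatives set before the data were examined, only the adjusted p against each tissue came within 1.5 times, at 43. For SI-enriched probe sets the paper gives 29 and the count was 94, with no alternative within (0 to 456). For YL-enriched probe sets the paper gives 1974 and the count was 3346, with t-tests (2681), over 2-fold (2624) and without YL replicate 1 (2939) within. The paper's total is 2566 and the count 4097, with 10 of 25 alternatives within: the adjusted p against each tissue (3110), t-tests (3271), over 2-fold (2981), without ST-labelled replicate 1 (3849), RT-labelled replicate 1 (3817) or SI replicate 2 (3752) or 3 (3746), and without each YL replicate (3647 to 3835). The sets of the paper's own tables hold fewer probe sets in sum than its total.

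For probe sets higher in RT than in ST the paper gives 162 and the count was 41, with none of 14 alternatives within. For those lower in RT the paper gives 261 and the count was 143, with the SAM-type test (382) within and 13 not. In all, the paper gives 447 against 184, with only the SAM-type test (653) within. Chosen after the values were seen, the SAM-type test on linear values called 232 of the 424 probe sets of Additional file 8 and dropped 192, and leaving out both internode replicate 1 arrays called 240 and dropped 184. That removal gave 110 higher, 225 lower and 335 in all, each within 1.5 times of the paper. Also chosen after the values were seen and within were 182 lower (RT vs ST higher by label) with the SAM-type test on linear values and 204 lower without SI replicate 1. Without SI replicate 1, 200 of the 424 were called and 224 dropped, against 130 and 294 with all arrays and 417 and 7 by the SAM-type test. For RI against YL the paper gives 3461 and the count was 7980, and for SI against YL 3168 and 7080, with none of 14 alternatives within.

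In Table 1, the RT over ST ratios of the paper and those computed are 2.60 and 4.81 for the rhodanese-like gene (a ratio to background, as all RT-labelled arrays were below the cutoff, and at least 1.74-fold), 1.77 and 8.88 for *CEN2*, 1.95 and 3.63 for homeobox *Os07g39320*, 2.21 and 4.04 for homeobox *Os03g10210*, 8.88 and 5.12 for the TCP gene *Os03g49880*, 5.12 and 1.53 for *OSH1*, 1.62 and 14.1 for *Os11g10590*, and 1.59 and 3.62 for *Os07g0160100*. For *OSH1* the paper's ratios are 13.95 over RI, 15.18 over SI and 22.66 over YL, and those computed 1.96, 2.23 and 222.6, the last a ratio to background, as all YL arrays were below the cutoff, and at least 37.3-fold. The ratios of 1 of the 58 lines matched its own probe set within 1%, those of 55 another probe set of the list and those of 2 a probe set outside it.

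The paper's text states that PC1 did little to separate the tissues, and the legend of its figure that PC1 sets leaves and shoot internodes apart from the other tissues. Here differences between tissues made up 94.3% of the variance of PC1, with mean scores of 86.2 for YL, 12.5 for SI, −0.198 for RI, −45.9 for the RT-labelled and −52.7 for the ST-labelled arrays. This PC1 is of log2 signals centred per probe set and need not be the paper's component. The share between tissues was not computed with arrays as variables, so no disagreement on PC1 is shown. The paper states that its down-regulated genes include *CONSTANS*, *AGL19* and the NAM gene *Os04g38720* and its up-regulated genes lipid transfer and proline-rich proteins. Their mean directions on exchanged labels were the paper's for all, and the SAM-type test called 417 of the 424 listed probe sets, while limma called 2 of 7 lipid transfer and 0 of 5 proline-rich protein genes.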

Other observations

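The splits of the samples and the gene lists were set before the data were examined, except the regroupings within tips and within internodes for the enriched counts, which were chosen after.

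Of the largest called changes between the tips, those below are of genes named at no claim. A chlorophyll a-b binding protein (*Os01g41710*), which harvests light, was at 2629.8 ± 318 (SD, n = 3) on the RT-labelled arrays and below the cutoff on all ST-labelled arrays, at least 52.8-fold higher (adjusted p = 1.0e-07, limma). *Os04g33830*, annotated as a 16 kDa membrane protein, was at least 8.23-fold higher on the RT-labelled arrays (adjusted p = 3.5e-06), and a dihydroneopterin aldolase of folate synthesis (*Os08g44210*) at least 7.61-fold (adjusted p = 0.0093). On the other side, a lipid transfer protein gene (*Os11g0115400*) was at 886 ± 468 on the ST-labelled and 42.0 ± 32.4 on the RT-labelled arrays (log2 difference 4.64, standard error 0.72, adjusted p = 0.007). *Os12g02320*, of the same family, was above the cutoff on 2 of the 3 ST-labelled arrays and below it on all RT-labelled arrays (adjusted p = 4.4e-04), so no fold is given. *Os01g58140*, an expressed protein gene, had a log2 difference of 3.85 (standard error 0.62, adjusted p = 0.0089). In each of these genes all 3 arrays of one tip were above all 3 of the other.

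Between the internodes, a phosphoribulokinase of carbon fixation (*Os02g47020*) was at 1186 ± 308 (SD, n = 3) in SI and below the cutoff on all RI arrays, at least 23.4-fold higher in SI (adjusted p = 1.7e-08, limma). The expressed protein gene *Os04g54230* was at 2010.4 ± 275 in RI and 89.7 ± 26.7 in SI (log2 difference 4.53, standard error 0.40, adjusted p = 2.9e-05). LOC4340083 was higher in RI by 4.25 on the log2 scale (standard error 0.62, adjusted p = 0.0024).

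Of the lists with at least 3 probe sets, those not described above gave no call by camera between the tips: PIN auxin efflux carriers (3 probe sets, median log2 difference RT-labelled minus ST-labelled −0.62, but camera direction up, adjusted p = 0.95), YABBY (3 probe sets, 0.78, adjusted p = 0.45) and starch metabolism (4 probe sets, 0.35, adjusted p = 0.95). Adjusted over the list alone, 1 PIN, 2 YABBY and 1 starch probe set were higher on the RT-labelled arrays and 1 starch probe set lower. Between RI and SI, PIN (−0.44, adjusted p = 0.83), YABBY (0.29, or 0.60 at the bound, adjusted p = 0.54), lipid transfer proteins (0.38, adjusted p = 0.22) and proline-rich proteins (−0.19, but camera direction up, adjusted p = 0.83) were not called, and flowering and MADS genes had a median of −0.95 (−0.45 at the bound, adjusted p = 0.030, and 0.079 with an estimated correlation, 0 called and 3 lower adjusted over the list alone). Too few probe sets for a test were matched for KNOX homeobox (1), auxin response factors (2), Aux/IAA (1), gibberellin biosynthesis (2) and inactivation (1), tillering and strigolactone (1), cell cycle and DNA replication (1), expansins (1), CEN-like (2) and cytokinin (2). Of these, 1 CEN-like and the tillering gene were called between the tips, lower on the RT-labelled arrays. No probe sets were matched for gibberellin signalling, secondary wall and lignin, primary wall cellulose synthases, root markers, low oxygen response or jasmonate.

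With 10 splits of 3 arrays against 3, the share of splits as large as the real one is never under 0.05. For RT-labelled against RI, 1 of 10 splits gave as many calls as the real 6710 (highest other 0), for RT-labelled against ST-labelled 1 (184, other 7), for RT-labelled against SI 1 (6264, other 1), for RT-labelled against YL 1 (9616, other 2), for RI against ST-labelled 1 (5259, other 2), for RI against YL 1 (7980, other 1), for ST-labelled against SI 1 (5397, other 22), for ST-labelled against YL 1 (9680, other 1) and for SI against YL 1 (7080, other 33). For RI against SI it was 2 (405, other 2491). Lists called between the tips numbered 4, as many in 2 of 10 splits (other 4), and between the internodes 3, as many in 3 of 10 (other 4). Among 100 groupings of the 15 arrays, the real enriched counts were reached by 1 on the RT-labelled arrays (363, other 166 for SI replicate 1 with YL replicates 1 and 2), 1 in RI (214, other 3), 2 on the ST-labelled arrays (80, other 2651 for the 3 YL arrays), 1 in SI (94, other 16) and 1 in YL (3346, other 1), so chance is excluded against groupings of all arrays, which mix tips, internodes and YL. Regrouping the 6 tip or the 6 internode arrays alone gave 18 other groups of 3, of which 0 had as many enriched probe sets as the RT-labelled (highest other 129), 2 as many as the ST-labelled arrays (129), 3 as many as RI (596) and 8 as many as SI (596, for RI replicate 2 with SI replicates 2 and 3), so the ST-labelled, RI and SI counts are not set apart from other groups of the same arrays.

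In the split of the internodes described above, the proline-rich proteins had a median log2 difference of −5.20 and a camera adjusted p of 0.00122, and an adjusted p of 0.45 with an estimated correlation.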
